# An interaction network of mental disorder proteins in neural stem cells

**DOI:** 10.1038/tp.2017.52

**Published:** 2017-04-04

**Authors:** M J Moen, H H H Adams, J H Brandsma, D H W Dekkers, U Akinci, S Karkampouna, M Quevedo, C E M Kockx, Z Ozgür, W F J van IJcken, J Demmers, R A Poot

## Abstract

Mental disorders (MDs) such as intellectual disability (ID), autism spectrum disorders (ASD) and schizophrenia have a strong genetic component. Recently, many gene mutations associated with ID, ASD or schizophrenia have been identified by high-throughput sequencing. A substantial fraction of these mutations are in genes encoding transcriptional regulators. Transcriptional regulators associated with different MDs but acting in the same gene regulatory network provide information on the molecular relation between MDs. Physical interaction between transcriptional regulators is a strong predictor for their cooperation in gene regulation. Here, we biochemically purified transcriptional regulators from neural stem cells, identified their interaction partners by mass spectrometry and assembled a protein interaction network containing 206 proteins, including 68 proteins mutated in MD patients and 52 proteins significantly lacking coding variation in humans. Our network shows molecular connections between established MD proteins and provides a discovery tool for novel MD genes. Network proteins preferentially co-localize on the genome and cooperate in disease-relevant gene regulation. Our results suggest that the observed transcriptional regulators associated with ID, ASD or schizophrenia are part of a transcriptional network in neural stem cells. We find that more severe mutations in network proteins are associated with MDs that include lower intelligence quotient (IQ), suggesting that the level of disruption of a shared transcriptional network correlates with cognitive dysfunction.

## Introduction

Mental disorders (MDs) are categorized by Diagnostic and Statistical Manual of Mental Disorders, Fifth Edition to include neurodevelopmental disorders such as intellectual disability (ID) and autism spectrum disorders (ASD), as well as psychiatric disorders such as schizophrenia.^1^ ID, ASD and schizophrenia were shown to have a strong genetic component.^2, 3, 4^ Recently, many *de novo* gene mutations in patients with these MDs have been identified by high-throughput sequencing approaches.^5, 6, 7, 8, 9^ A substantial fraction of such potentially MD-associated mutations are in genes encoding proteins involved in the functionally related processes of transcriptional regulation or chromatin modification.^5, 6, 7, 10, 11^ For example, out of 40 genes that were recently found to be *de novo* mutated in multiple ASD patients,^6, 7^ which are therefore strong ASD gene candidates, 22 genes encode transcription factors or chromatin modifiers. It is unclear to what extent MD-associated transcriptional regulators act together in the same gene regulatory networks and molecular pathways. Such information is important to appreciate the level of shared etiology within a clinically defined MD. If cooperating transcriptional regulators are associated with different MDs, it may indicate a molecular relation between these MDs. One important predictor of cooperation between transcriptional regulators is their physical interaction. We and others previously showed that physically interacting transcriptional regulators co-localize on the genome, depend on each other for genome-binding and regulate overlapping gene sets,^12, 13, 14, 15^ suggesting their cooperation in gene regulation.

Transcriptional regulators associated with ASD or ID were shown to often have their highest expression early in human brain development, overlapping with stages of neural stem cell (NSC) proliferation and early neuronal differentiation.^16^ This observation suggests that NSC biology is highly relevant for MDs and that NSCs may be a good source to mine for MD-relevant transcriptional networks and regulators. Here we purified transcriptional factors Tcf4, Olig2, Npas3 and Sox2, which are highly expressed in NSCs, identified their co-purifying interaction partners by mass spectrometry and assembled the first transcription factor interaction network in NSCs. Their high expression in NSCs suggested that these transcription factors are relevant for NSC biology and indeed Olig2, Npas3 and Sox2 were shown to be essential for NSC identity.^17, 18, 19^ On an MD-level, *TCF4* haploinsufficiency causes Pitt Hopkins syndrome, which features severe ID, lack of speech, microcephaly and breathing abnormalities.^20, 21^ Several single-nucleotide polymorphisms in the *TCF4* locus are genetic risk factors for developing schizophrenia.^4, 22^ *OLIG2* is triploid in Down syndrome patients. Restoring diploid gene dose for *Olig2* and *Olig1* in a mouse model for Down syndrome showed recovery of the normal balance of inhibitory and excitatory neuronal activity.^23^ *NPAS3* mutations co-segregate with schizophrenia in two families,^24, 25^ but its overall relevance for schizophrenia has remained unclear. *SOX2* mutations cause an Anophthalmia syndrome with associated cognitive defects in about half of the cases.^26, 27^ The resulting interaction network of these four starting transcription factors and their interaction partners contains 206 proteins. We find that the network contains 68 proteins mutated in patients with ID, ASD or schizophrenia, as well as 52 proteins significantly lacking coding variation in the human population. We provide evidence that proteins associated with ID, ASD or schizophrenia can be part of the same transcription network and that within this network, mutation severity correlates with the level of cognitive dysfunction.

## Materials and methods

### Transcription factor purification and interaction partner identification

The NS-5 NSCs were derived from 46C embryonic stem cells^28^ and cultured, as described^29^ and regularly tested for mycoplasma contamination and for authenticity by expressed NSC markers Pax6, Sox2 and Nestin.^15^ The NSCs derived and cultured in this way have the capacity to differentiate into neurons and astrocytes,^29^ and still respond to signals to induce reversible quiescence.^30^ The NSC lines with stable expression of FLAG-V5-tagged Tcf4, Olig2 or Npas3 were created by electroporation with pCAG promoter-driven plasmids containing the appropriate cDNAs and puromycin selection for individual clones with moderate expression of the tagged proteins, as compared with endogenous levels.^15^ FLAG-tagged Tcf4, Olig2 or Npas3 were each purified from 1.5 ml nuclear extract, equivalent to 2 × 10^8^ NSCs, by FLAG-affinity purification, as described.^12, 15^ Two or three biologically independent purifications of each FLAG-tagged protein from separate NSC cultures and control purifications from separate parental NSC cultures were performed by the same experimentor(s). No samples of the above experiments were excluded. Identification of proteins by mass spectrometry was as described.^12^ Peptide spectra of purifications of Tcf4, Olig2, Npas3 and previous purifications of Sox2 (ref. 15) were searched against UniProt release 2012–2011 for protein identification. Interaction partner identification criteria are as described and applied in our previous publications.^12, 15^ In short, a protein is included as interaction partner of a FLAG-tagged transcription factor if present in at least two of its purifications with a Mascot score of 50 or higher and at least threefold enriched by Mascot score over control purifications.^12, 15^ The emPAI score, an estimate of the quantity of the identified protein in the purified protein sample, based on the number of peptide spectra identified by MS, normalized for the number of peptides that theoretically should be identifiable for that protein,^31^ is indicated for each identified protein in each experiment and average emPAI score is used to indicate the thickness of the edges in the interaction network in Figures 1a and 2a. Interaction network graphics were made with Cytoscape.^32^ Large-scale immunoprecipitations from 1 ml of nuclear extracts from NSCs or HEK293T cells were performed as described,^12^ using 10 μg Olig2 antibody (AB9610, Merck, Darmstadt, Germany, RRID:AB_10141047), 10 μg Sox2 antibody (Y-17, sc-17320) or 10 μg Npas3 antibody (HPA002892, Merck, RRID:AB_1079403). Each specific immunoprecipitation was performed once. The resulting western blots were probed with the same antibodies and Ep400 antibody (ab70301, Abcam, Cambridge, UK).

### Chromatin immunoprecipitations

A total 1.5 × 10^8^ NSCs were used per chromatin immunoprecipitation (ChIP). For Olig2 ChIP, NSCs were washed three times with phosphate-buffered saline, crosslinked with 1/10 volume of fresh 11% buffered formaldehyde solution for 12 min, quenched with 1/20 volume of 2.5 m glycine for 5 min, washed with ice-cold phosphate-buffered saline and the cell pellets frozen with N_2_ (l) and resuspended and washed two times in ice-cold cell lysis buffer (10 mm Tris-Cl pH 7.5, 10 mm NaCl, 3 mm MgCl_2_, 0.5% NP40). The cell pellets were resuspended in lysis buffer with 1 mm CaCl_2_ and 4% NP40 and sonicated, as described.^33^ ChIP was performed, as described^34^ using 15 μg of Olig2 antibody (AB9610, Merck, RRID:AB_10141047) or rabbit IgG for the control ChIP. For Tcf4 ChIP, FLAG-V5-Tcf4 expressing NSCs were crosslinked with 2 mm disuccinimidyl glutarate (Thermo Fisher Scientific, Waltham, MA, USA) and 1% formaldehyde, nuclei isolated, chromatin prepared and ChIP performed, as described^33, 35^ with 20 μl V5-antibody agarose beads (Merck). DNA was eluted from the V5-beads, as described.^35^ The NSCs not expressing FLAG-V5-Tcf4 were used as a control. For Npas3 ChIP, NSCs were crosslinked with disuccinimidyl glutarate and formaldehyde and ChIP performed as described^33, 35^ with 15 μg of Npas3 antibody (HPA002892, Merck, RRID:AB_1079403) or rabbit IgG as control, and 60 μl prot-G beads (GE Healthcare, Eindhoven, The Netherlands), without crosslinking the antibody to the beads. Smad4 ChIP was on NSCs crosslinked with disuccinimidyl glutarate and formaldehyde,^33, 35^ with 15 μg of Smad4 antibody (R&D Systems, Minneapolis, MN, USA, AF2097, RRID:AB_355150) or goat IgG and 150 μl prot-G Dynabead solution (Life Technologies, Waltham, MA, USA), without crosslinking the antibody to the beads. Each ChIP-seq for a transcription factor was performed once. ChIP DNA library preparation and ChIP sequencing on Illumina GAII or HiSeq2500 (San Diego, CA, USA) platforms was performed at the Erasmus MC Center for Biomics, as described.^36^

The ChIP-seq data sets were processed and mapped to the NCBIM37.61 (mm9) reference genome, as described.^33^ The published ChIP-seq data sets for Ascl1, Sox2, Brn2, H3K4me1 and H3K27ac in NSCs were retrieved from the Gene Expression Omnibus with accession codes GSE48336, GSE35496, GSE11172 and GSE24164.^37, 38, 39, 40^ The published ChIP-seq data sets for Ep300 and Max in NSCs were retrieved from European Nucleotide Archive with accession codes ERP002084 and ERP004644.^17, 30^ MACS 1.4.2 was used for peak calling and for the generation of binding profiles^41^ using default settings and the corresponding control ChIP as a control data set. The 5000 most significant peaks (genome-wide binding sites) for each transcription factor were used to determine the percentage of overlap between two transcription factors. Two binding sites were considered overlapping if their summits were within 250 bp. The corresponding figures were generated using R. ChIP-seq tracks were generated in the IGV browser.^42^ The ChIP sequencing data are available through the Gene Expression Omnibus (NCBI), accession code GSE70872.

### Gene regulation experiments

The pSuper-puro constructs encoding Tcf4 short hairpin RNA (shRNA sequence: 5′-GCACTGCCGACTACAACAG-3′), Tcf4 shRNA2 (5′-GGGTACGGAACTAGTCTTC-3′), Smad4 shRNA (5′-GCTCTGCAGCTCTTGGATG-3′) or Sox2 shRNA^15^ were electroporated into NSCs, as described,^15^ puromycin (2 μg ml^−1^) was added after 18 h and NSCs were collected for analyses at 44 h after electroporation. Three biologically independent electroporations were performed per condition. RNA-seq of untreated NSCs and NSCs transfected with Tcf4 shRNA construct or control shRNA (Dharmacon, Eindhoven, The Netherlands) construct was performed in biologically independent triplicates. poly(A) RNA was isolated using the RNeasy kit (Qiagen, Hilden, Germany), tested for quality with the Bioanalyzer and prepared using the TruSeq RNA sample prep kit v2, as described.^43^ RNA-seq was performed at the Erasmus MC Center for Biomics on a HiSeq2500 sequencer (Illumina) according to manufacturer's instructions. The RNA samples were sequenced for 36 bp. RNA-seq was mapped against mouse reference NCBIM37.67 (mm9) using Tophat50 v2.0.11 with default settings and a segment length of 20. The aligned exon reads were normalized and differential expression was calculated using Bioconductor DESeq2 package in R.^44^ The Tcf4 target genes were defined as having at least a 1.5-fold change in expression (adjusted *P*-value ⩽0.01) upon Tcf4 knockdown, at least one significant Tcf4 binding site (*P*-value ⩽1 × 10^−10^) within 100 kb of its transcription start site and at least 0.1 RPKM expression in untreated NSCs. The RNA sequencing data are available through the Gene Expression Omnibus (NCBI), accession code GSE70872. DAVID (May 2016 gene set update) was used for Gene Ontology analysis^45^ on Tcf4 target genes, Bonferroni-corrected *P*-value was used for ranking Gene Ontology terms. For gene expression analysis, total RNA was isolated from cells using the RNAeasy protocol (Qiagen). cDNA was made with Superscript II reverse transcriptase and RT-PCR was performed on a DNA engine Opticon2/ CFX96 (Bio-Rad, Hercules, CA, USA) and normalized on CalR expression. Each gene expression analysis consisted of three biologically independent experiments. The s.e.m. of these three experiments is shown in Figures 3d, 4b, d and Supplementary Figures 3a–c. No samples were excluded from experiments in this paragraph.

### Data analysis

Known ID genes (528 genes), mutated in five or more ID patients were categorized in Gilissen *et al.,*^5^ Supplementary Table 10. Genes with *de novo* non-synonymous mutations in patients with ASD with lower intelligence quotient (IQ; ⩽90) and patients with ASD with normal IQ (>90) were published in Iossifov *et al.,*^6^ Supplementary Table 7. Likely gene-disrupting mutations^6^ were classified as loss-of-function (LOF) mutations. Genes with LOF mutations in unaffected siblings and genes with only missense (not LOF) mutations in ASD patients and missense mutations in unaffected siblings were removed, as these are less likely to be relevant for ASD pathology, resulting in a list of 1584 genes. Males with ASD and lower IQ (⩽90) and females with ASD (which nearly always have lower IQ)^6, 46^ were classified as ASD with lower IQ (ASD-lowIQ). Males with ASD and normal IQ (>90) were classified as ASD-normIQ. Genes with *de novo* LOF and missense mutations in schizophrenia patients (662 genes, Supplementary Table 10) were categorized from literature.^8, 9, 47, 48^ Frameshift mutations, nonsense mutations and splice-site mutations (within two nucleotides) from the splice donor site or splice acceptor site^9^ were taken as LOF mutations. LOF mutations were calculated as a percentage of all *de novo* coding mutations (LOF+missense) in patients with ASD-lowIQ, ASD-normIQ or schizophrenia, either in genes with the equivalent mouse protein in the interaction network (network protein genes) or in the total mutation data sets (all genes). For known ID genes with the equivalent mouse protein in the interaction network, the type of mutation in the majority of patients was assessed per gene and assigned in Table 1 as LOF or missense.

Enrichment in the network of ID genes equivalent to network proteins was calculated over the expected value in case of a random overlap, which was corrected for protein length and expression in our NSCs by using average protein length from Ensembl genes of network proteins over NSC-expressed genes. Protein length was calculated from ensembl GRCm38 by counting the number of amino acids for each protein. A gene was regarded as expressed in our NSCs, if its expression was equal or above that of *Zeb1* (0.127 RPKM in our RNA-seq data set), which is the network protein with the lowest messenger RNA (mRNA) expression in our NSCs. 

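In the authors' deposited table of mean RPKM over 3 untreated samples, the symbol Zeb1 stands beside 2 gene identifiers. ENSMUSG00000093585, which the Ensembl annotation used here does not hold, has 0.127 RPKM (authors' SD 0.0178). ENSMUSG00000024238, on chromosome 18 of NCBIM37 from 5591858 to 5775465, is listed at 0. The higher of the values was taken as the Zeb1 level. At this level 13845 of the 22562 protein-coding genes (61.4%) counted as expressed. With the minimum of 0.1 RPKM that the paper sets for target genes the number was 14179 (62.8%), and with 1 RPKM it was 11028 (48.9%). The 206 network proteins of Supplementary Table 8 matched 205 genes, since Bap18 and 0610010K14Rik stand for the same gene, and 12 names were matched through a synonym. Of these genes 204 lay at or above the Zeb1 level and 194 at or above 1 RPKM, with a median of 9.44 RPKM. The next lowest after Zeb1 was Adnp at 0.242 RPKM (authors' SD 0.0556). Zhx2 is listed at 0 beside both of its identifiers, and without counts a failed estimate cannot be separated from an absence of reads in the untreated samples. For the comparison of Tcf4 shRNA with control shRNA, a log2 fold change of 0.13 is listed for Zhx2, without an adjusted p.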

Genes significantly devoid of coding variants in the human population (1003 genes), also called constrained genes, were reported.^49^ Enrichment in the network of network proteins encoding constrained genes was calculated over the expected value in case of a random overlap, which was corrected for expression in our NSCs. Network-enrichment *P*-values for network proteins encoding known ID genes or constrained genes are obtained from two-sided binomial tests on the observed and expected values. Enrichments and enrichment *P*-values of *de novo* non-synonymous mutations in ASD patients, their healthy siblings or schizophrenia patients in human genes equivalent to network proteins were calculated by dnenrich,^9^ corrected for gene length, sequence context and expression of the mouse homolog in our neural stem cells. Equivalent human genes of network proteins were provided to the dnenrich program as ‘Gene set' and human equivalents of genes expressed in mouse NSCs were provided as ‘Background list'.

Significance of differences in the percentages of proteins associated with ID, ASD-lowIQ, ASD-normIQ or SZ in the interactomes of Tcf4, Olig2, Npas3 and Sox2 and significance of differences in percentages LOF between network protein mutations in patients with ASD-lowIQ, ASD-normIQ or schizophrenia were calculated using Fisher's exact test, as some of the expected counts in the contingency tables were below 5. To determine whether the percentages LOF in network protein mutations in patients with ASD-lowIQ, ASD-normIQ or schizophrenia were differently distributed than equivalent percentages LOF in the total mutation sets, we performed a permutation test by sampling 10 000 random subsets of 60 mutations; the number of mutations in patients with ASD or schizophrenia, identified in our interaction network. The resulting permutation *P*-value was calculated by dividing the number of observed *P*-values that were more significant than the *P*-value (0.002) for our interaction network (34 observations) by the total number of observations (10 000). Significance of differences in LOF percentages in mutations in ASD-lowIQ, ASD-normIQ and schizophrenia categories between network proteins and the total mutation data sets were calculated by Fisher's exact test.

Thirteen human primary microcephaly genes (*MCPH1*, *WDR62*, *ASPM*, *CASC5*, *CENPJ*, *CENPE*, *CDK5RAP1*, *CEP135*, *CEP152*, *STIL*, *CDK6*, *ZNF533*, *PHC1*) are known,^50, 51^ which were overlapped with Tcf4 target genes (see below). Microcephaly genes were retrieved from the Online Mendelian Inheritance in Man (http://www.omim.org) database by scoring for genes in which mutations cause human monogenic conditions or syndromes that include microcephaly.

## Results

### Identification of a protein interaction network in NSCs

We recently improved the FLAG-tag affinity protocol to purify transcription factors and their interacting proteins with high efficiency and low background.^12, 15^ The accuracy of interaction partner identification by this protocol was extensively validated by independent immunoprecipitations.^12, 15^ Importantly, many identified interactions were shown by us (Supplementary Table 1) and others (Supplementary Table 2) to be biologically relevant and uncover novel functions of the target protein or provide insight into the molecular cause of malformations associated with human syndromes.^15^ Here, we applied this protocol to purify transcription factors Tcf4, Olig2 and Npas3 from mouse NSCs. Tcf4, Olig2 and Npas3 have relatively high endogenous expression levels, as compared with the median expression level in our NSCs, determined by RNA-seq (Supplementary Table 3). 

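RNA of untreated NSCs from 3 independent samples was sequenced in reads of 36 bp, which the authors mapped to NCBIM37 with Tophat. These samples are titled and described by the paper as untreated, although their deposited record carries the same text on harvest at 44 h after electroporation as that of the knockdown samples. The deposited tables give, for each gene, the authors' mean RPKM, in which reads are scaled to gene length and library size, and its SD over the samples. Neither counts nor values of single samples were available here, so the depth per sample is unknown and no other normalization was tried. From these means each protein-coding gene was given a rank and a ratio to the median of all 22562 protein-coding genes. That median was 0.866 RPKM with the 4325 genes listed at 0 included, and 2.63 RPKM over the other 18237 genes. Relative to its mean, the authors' SD had a median of 3.93% among genes at 1 RPKM or more and of 23.3% between 0.1 and 0.2 RPKM. Tcf4 (ENSMUSG00000053477, chromosome 18 from 69503800 to 69847621) had a mean of 18.7 RPKM (authors' SD 0.475). This was 21.6 times the median and rank 2779. Olig2 (ENSMUSG00000039830, chromosome 16 from 91225795 to 91228922) had 184 RPKM (authors' SD 11.2), which was 212 times the median and rank 322. Npas3 (ENSMUSG00000021010, chromosome 12 from 54349664 to 55173162) had 5.21 RPKM (authors' SD 0.259), which was 6.02 times the median and rank 6921. For each of these genes the distance to the median was larger than the SD, also with the median of 2.63 RPKM. From these levels, the paper states that the purified factors have relatively high endogenous expression.

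**Figure D1:**
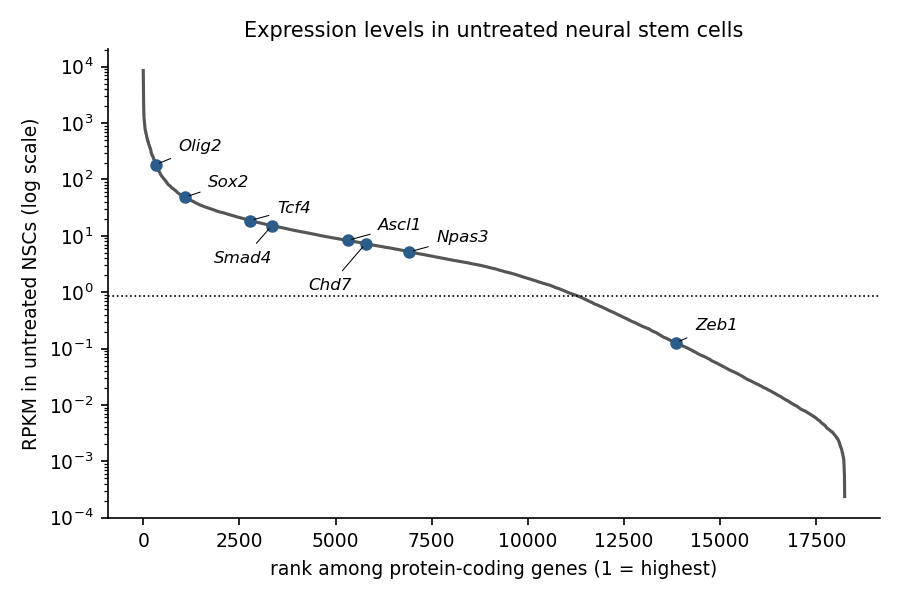
Authors' mean RPKM of the protein-coding genes above 0 in untreated NSCs (vertical axis, log scale) against their rank (horizontal axis), with genes that the paper names marked and the median of 0.866 RPKM as a dotted line. Tcf4 and Olig2 lie at ranks 2779 and 322, left of Npas3 at rank 6921.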

NSC lines with stable expression of FLAG-tagged Tcf4, Olig2 or Npas3 (Supplementary Figure 1) were grown to large scale and two or three independent purifications of the FLAG-tagged proteins were performed. Interacting proteins, identified by mass spectrometry, present in at least two purifications of the target protein were included (Supplementary Tables 4, see the ‘Materials and methods' section for inclusion criteria) and combined with the interaction partners of previously purified Sox2 (ref. 15; Supplementary Table 7). This resulted in a protein interaction network of 206 proteins and 401 protein–protein interactions (Figure 1a, Supplementary Tables 8 and 9), including 13 protein–protein interactions that were previously shown to be biologically relevant (Supplementary Table 9). The interaction network contains multiple chromatin modifying complexes, such as NuRD, SWI-SNF and Ncor, and transcription factors such as Rfx3 and Sall3 that interact with all four purified transcription factors (Figure 1a). However, other identified interaction partners were found to be specific for one purified transcription factor, such as Ascl1, Neurod1, Kdm6a (Tcf4), Satb2, Yy1, Adnp (Olig2), Arnt2, Lmo7 (Npas3) and Xpo4 (Sox2) (Figure 1a). We confirmed by immunoprecipitations the interaction of endogenous Olig2 with Sox2 (Supplementary Figure 2a) and the interaction of endogenous Npas3 with Sox2 and Ep400 (Supplementary Figure 2b).

### The interaction network is enriched for proteins mutated in patients with ID, ASD or schizophrenia and proteins significantly lacking coding variation in humans

We investigated whether the proteins in our interaction network are associated with ID, ASD or schizophrenia. To our knowledge, the most extensive and best validated list of genes associated with (often syndromic) ID is a list of 528 ‘known ID genes',^5^ which are mutated in at least five ID patients. We find 26 network proteins encoded by ID genes (Figure 1a, Table 1). Taking into account only genes expressed in our NSCs and correcting for protein length, a random overlap would give 9.6 proteins encoded by ID genes in the network. We therefore find a 2.7-fold enrichment of proteins encoded by ID genes in the network, over the expected value (enrichment *P*-value 7.2 × 10^−6^).

To probe for genes in which mutations are unambiguously associated with (non-syndromic) ASD or schizophrenia is a difficult task as few such genes are currently identified. Therefore, as a source for candidate ASD genes, we used a recent large exome sequencing study in 2500 ASD families,^6^ which has the additional benefit to separate ASD patients by low IQ (⩽90, ASD-lowIQ) or normal IQ (>90, ASD-normIQ). The study identified *de novo* LOF (frameshift, nonsense, splice-site) mutations or missense mutations in 1584 genes specifically in patients with ASD-lowIQ or ASD-normIQ.^6^ We find that the interaction network contains 38 proteins encoded by such putative ASD-associated genes with, in total, 42 mutations (Figure 1a, Table 1). A random overlap with the network, corrected by dnenrich^9^ for gene length, sequence context and expression in neural stem cells, would expect 31.5 of such mutations in the network (enrichment *P*-value 0.04). Mutations in unaffected siblings (24 mutations observed in the network, 22.5 expected, *P*-value 0.40) are not enriched in the network. To overlap with schizophrenia candidate genes, we merged mutation data from four exome sequencing studies^8, 9, 47, 48^ and curated a list of 662 genes with LOF or missense *de novo* mutations in schizophrenia patients (Supplementary Table 10). We find 18 network proteins encoded by putative schizophrenia-associated genes with 18 mutations (Figure 1a, Table 1), where the corrected expectation would be an overlap of 12.2 mutations (enrichment *P*-value 0.07). In total, the network contains 68 proteins mutated in patients with ID, ASD and/or schizophrenia and these 68 MD-associated proteins have 260 interactions with other proteins in the network (Figure 1a, Table 1, Supplementary Tables 4). We identified 47 interactions between ID-associated network proteins and network proteins mutated in patients with ASD or schizophrenia (Figure 1a, Supplementary Table 11). We do not find significant differences in the percentages of proteins associated with ID, ASD or schizophrenia between the interactomes of starting transcription factors Tcf4, Olig2, Npas3, Sox2 (*P*-value >0.2 for all MD categories, Figure 1b). Together, our results show that the network is enriched for MD-associated proteins and that the different categories of MD-associated proteins appear homogenously distributed in the network.

To have an indication of the potential of our interaction network to contain yet undiscovered MD proteins, we overlapped our network with a recently reported list of 1003 genes that are significantly devoid of missense variants in the human population^49^ (Figure 2a). These genes are likely to be evolutionarily constrained and intolerant to mutation. Indeed, highly constrained genes were found to be far more often associated with dominant Mendelian disease than genes with an average constraint.^49^ Mutations in the above set of 1003 constrained genes were found to be overrepresented in ASD patients.^49^ Accordingly, we find that genes mutated in patients with ID, ASD-lowIQ, ASD-normIQ or schizophrenia are between two- and fourfold enriched for this set of constrained genes (Figure 2b). We find that a quarter (52 proteins) of the proteins in our interaction network overlap with the set of constrained genes (Figures 2a and b, Supplementary Table 8), a 4.3-fold enrichment over an NSC expression-corrected random expectation (12.2 proteins, enrichment *P*-value 1.9 × 10^−18^). Proteins encoded by constrained genes are still enriched in the network after removal of MD-associated proteins (21 observed, 7.9 expected, *P*-value 6.7 × 10^−5^, Figure 2b). Remarkably, in each of the four MD categories, around 50% of the network proteins with mutations in MD patients are encoded by constrained genes (Figure 2b, Supplementary Table 8). The observed enrichments suggest that network proteins, in particular, those encoded by constrained genes, would be good candidates for mutation screening in patients to identify novel MD genes.

### Mutation severity in network proteins correlates with cognition levels in the associated MD

Cognitive ability is more affected in patients with ASD-lowIQ than in patients with ASD-normIQ or schizophrenia. We were interested whether mutation severity in network proteins would correlate with cognitive ability, with LOF mutations, on average, affecting gene function more severely than missense mutations. We used mutations from our data sets on patients with ASD-lowIQ, ASD-normIQ and schizophrenia, which are three comparable *de novo* mutation data sets derived from whole-exome sequencing of the respective patients and their parents. We find that 43% of the network protein mutations in patients with ASD-lowIQ are LOF mutations, which is 2.5-fold higher than in network protein mutations in ASD-normIQ patients (17% LOF) and nearly fourfold higher than in network protein mutations in schizophrenia patients (11% LOF; Figure 1c, Table 1). The differences in %LOF in network protein mutations between the three MD categories are significant (*P*-value=0.002). %LOF in the total mutation data sets were also different between ASD-lowIQ (24% LOF), ASD-normIQ (18% LOF) and schizophrenia (15% LOF, Figure 1c) but the fold differences were less distinct. Indeed, we find that percentages LOF in our network are differently distributed than percentages LOF in equally sized subsets from the total mutation sets (*P*=0.0034, 10 000 permutations). The difference in mutation distribution between the network and the total data sets is mostly due to the different LOF percentages in ASD-lowIQ (Figure 1c). We find that LOF mutations are significantly overrepresented in the ASD-lowIQ category in our network, as compared with the total mutation set (odds ratio 4.2, *P*-value 1.5 × 10^−4^), whereas this is not the case for ASD-normIQ (odds ratio 0.94, *P*-value 1) and schizophrenia (odds ratio 0.72, *P*-value 1).

One explanation for the exaggerated fold differences in percentages LOF between MD categories within the network could be that mutations in network protein genes more likely contribute to the MD, as supported by the high overlap of mutated network proteins with constrained genes (Figure 2b), a category of genes in which mutations more often cause disease.^49^ In this scenario, the total sets of mutations in the different MD categories (Figure 1c) would contain higher frequencies of non-contributing mutations, which by definition will not have a severity bias between the different MD categories. We also find a mutation bias in network proteins with multiple *de novo* mutations, associated with different MDs; six network proteins have missense mutations in patients with ASD-normIQ or schizophrenia and LOF mutations in patients with ID or ASD-lowIQ, whereas the opposite pattern is not observed (Table 1). Together, this suggests that particularly in network proteins, the severity of mutations increases in MDs with a low IQ.

### Network transcription factors preferentially co-localize on the genome and cooperate in disease-relevant gene regulation

Having identified an interaction network containing MD-related proteins, we investigated whether network proteins preferentially overlap in their genome-wide binding sites, as a proxy for their cooperation in gene regulation.^13, 52^ We determined the genome-wide binding sites in NSCs for network transcription factors Tcf4, Olig2, Smad4 and Npas3 by ChIP-seq and added published data for Chd7, Sox2, Ascl1 and Ep300. We also included published data on Brn2 and Max, two transcription factors with NSC expression levels similar to the tested network transcription factors (Supplementary Table 3) but not part of our interaction network. 

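Brn2 is listed under its symbol Pou3f2 (ENSMUSG00000052621, chromosome 4 from 22413791 to 22415480). Its authors' mean in untreated NSCs was 6.66 RPKM (authors' SD 1.17), rank 6089 of the protein-coding genes. Max (ENSMUSG00000059436, chromosome 12 from 78038256 to 78063235) had 19.0 RPKM (authors' SD 0.287) and rank 2744. Among the tested network transcription factors other than Tcf4, Olig2 and Npas3, the means were 48.8 RPKM for Sox2, 15.2 for Smad4, 8.31 for Ascl1, 7.83 for Ep300 and 7.26 for Chd7. The means of Pou3f2 and Chd7 differed by less than the authors' SD of Pou3f2. The means of Max and Tcf4 differed by less than the authors' SD of Tcf4.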

We find that overlaps in the top 5000 binding sites between transcription factors within the network are on average higher than with Max or Brn2 (Figures 3a and b). Overlaps above 30% are only observed within the network (Figures 3a and b) and overlaps above 35% are only observed between network transcription factors that interact with each other (Figures 3a, c and 1a).

We subsequently explored whether the interaction network can provide gene regulatory explanations for disease overlap. We performed RNAi-mediated knockdown of Tcf4 in NSCs, shortly followed by RNA sequencing. 

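NSCs were electroporated with a plasmid for Tcf4 shRNA or control shRNA in 3 independent electroporations each. Puromycin at 2 μg/ml was added after 18 h, and cells were collected at 44 h. The authors' deposited table gives, per gene, the log2 fold change of Tcf4 shRNA over control shRNA and the adjusted p from DESeq2. It holds no counts and no values of single samples, so the depth per sample and the spread between electroporations are unknown. Of its 37991 gene identifiers, 22782 have an adjusted p. The p before adjustment was recovered from the adjusted p and its rank, exactly for the 15232 genes whose adjusted p is not tied. The standard error of each fold change and its 95% interval then followed on the assumption that the authors' p comes from a Wald test of the listed fold change. If the authors' fold changes were shrunk by a prior, which is not stated, these errors and intervals are only the listed fold change divided by the Wald statistic, and the folds set against 1.5-fold are shrunken ones. The recovered standard error had a median of 0.10 on the log2 scale among genes at 1 RPKM or more in untreated NSCs, and of 0.36 below that level. Tcf4 itself had a log2 fold change of -1.71 in the authors' deposited table (adjusted p = 7.64e-124 from DESeq2), with a recovered 95% interval of -1.85 to -1.57. This is 30.6% of the control level. The 19 bases of the hairpin, GCACTGCCGACTACAACAG, lie on chromosome 18 from 69793250 to 69793268 in a coding exon present in all 7 annotated coding transcripts of Tcf4. No other gene has an annotated coding transcript that matches with fewer than 2 mismatches. Genes were counted as lower or higher at the thresholds of the paper's methods, an adjusted p of at most 0.01 and at least 1.5-fold. By these, the authors' deposited table holds 2520 genes lower (11.1% of those tested) and 1696 higher (7.44%). The share of lower genes among them, 59.8%, depends on the minimum fold: at an adjusted p under 0.05 with no minimum fold 4931 were lower and 4858 higher (50.4% lower), and in a test against a 1.5-fold change 973 and 446 (68.6% lower). Among genes at 1 RPKM or more, the largest falls in that table were those of Atp1a2 (log2 fold change -3.44), Nxph3 (-3.39) and Mfap4 (-3.38), with recovered 95% intervals of -3.62 to -3.26, -3.76 to -3.03 and -3.57 to -3.18. The adjusted p of Atp1a2 is listed as 0, so its interval is the widest that the table allows. Mfap4 carries in its 3′ UTR the bases TACAACA, which match positions 2 to 8 of the hairpin's antisense strand, and 6.68% of the exonic bases of Atp1a2 and 4.63% of those of Mfap4 are shared with a gene on the other strand. The largest rises were those of Hs3st1 (2.60), Nrtn (2.36) and Slc7a7 (2.32).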

Identified Tcf4 target genes, which are misregulated on Tcf4 knockdown and bound by Tcf4 (Supplementary Table 12), include 71 ID genes, 210 genes *de novo* mutated in ASD patients and 85 genes *de novo* mutated in schizophrenia patients and include well-known MD genes *Foxp2*, *Shank3* and *Syngap1* (Supplementary Table 13). 

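Supplementary Table 13 names the Tcf4 target genes that overlap with mental disorder genes. They were chosen by the study with the same samples, so their counts are not independent evidence. In the authors' deposited table, 67 of the 71 known ID genes were lower after Tcf4 knockdown and 4 were higher, with a median log2 fold change of -0.87. Of the 210 genes of the ASD list, 149 were lower and 60 higher, with a median of -0.77. The remaining gene, Tor1aip2, has 2 gene identifiers and was not past the thresholds for the identifier with the higher RPKM. The schizophrenia list of 85 genes had 65 lower and 20 higher, with a median of -0.83. The share of lower genes was 94.4%, 71.3% and 76.5% in these lists. The share among all Tcf4 target genes was not computed, and the copy of Supplementary Table 12 used here is partial. Without that share, these values do not show that the disorder genes differ from other target genes. Foxp2 (ENSMUSG00000029563, chromosome 6 from 14851349 to 15391977) had a log2 fold change of -0.67 (adjusted p = 3.12e-05 from DESeq2, recovered 95% interval -0.96 to -0.38), at 0.114 RPKM in untreated NSCs. Shank3 (ENSMUSG00000022623, chromosome 15 from 89330054 to 89390692) had -0.78 (adjusted p = 0.00274 from DESeq2, recovered 95% interval -1.24 to -0.32), at 0.555 RPKM. Of its exonic bases 3.05% are shared with a gene on the other strand. Syngap1 (ENSMUSG00000067629, chromosome 17 from 27094363 to 27107590) had -0.87 (adjusted p = 3.58e-04 from DESeq2, recovered 95% interval -1.31 to -0.43), at 4.14 RPKM. The recovered intervals of all 3 genes include a 1.5-fold decrease (-0.58), and none of them was past a test against a 1.5-fold change.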

We find that Tcf4 maintains the expression of *Nrxn1* and binds to several active enhancers in the *Nrxn1* gene (Figures 3d and e, Supplementary Table 12). 

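Nrxn1 (ENSMUSG00000024109) lies on chromosome 17 from 90435914 to 91492337. In the authors' deposited table its log2 fold change after Tcf4 knockdown was -0.60 (adjusted p = 4.54e-06 from DESeq2). The recovered standard error was 0.12 and the recovered 95% interval -0.84 to -0.36, which excludes 0 and includes a 1.5-fold decrease. Tested against a 1.5-fold change, Nrxn1 was not past the threshold. This fold change corresponds to 66.0% of the control level. The authors' mean in untreated NSCs was 2.26 RPKM (authors' SD 0.151), 2.61 times the median. Of the exonic bases of Nrxn1, 9.05% are shared with Gm10308 and Gm10493 on the other strand. The longest annotated 3′ UTR of Nrxn1 holds no TACAACA site. The paper's reported number of Tcf4 binding sites within 100 kb of its transcription start site is 2, with the nearest at -66663 bp.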

Patients with compound heterozygous mutations in *NRXN1* suffer from Pitt Hopkins-like syndrome.^53^ Regulation of *Nrxn1* by Tcf4 provides a mechanistic explanation for the strong phenotypic overlap in patients with mutations in any of these two genes. Tcf4 and its interactor Sox2 regulate and co-localize on ID genes *Gpr56*, *Tgfbr2* and *Gli2* (Supplementary Figures 3a–d). 

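After Tcf4 knockdown, Gpr56 (ENSMUSG00000031785, chromosome 8 from 97508503 to 97538090) had a log2 fold change of -2.09 in the authors' deposited table (adjusted p = 7.74e-215 from DESeq2), with a recovered standard error of 0.066. This is 23.5% of the control level. Tgfbr2 (ENSMUSG00000032440, chromosome 9 from 115993415 to 116084383) had -1.10 (adjusted p = 1.67e-63 from DESeq2), with a recovered standard error of 0.064. Its 3′ UTR holds a TACAACA site that matches the hairpin. Gli2 (ENSMUSG00000048402, chromosome 1 from 120730709 to 120950196) had -0.93 (adjusted p = 8.71e-10 from DESeq2), with a recovered standard error of 0.14. Tested against a 1.5-fold change, Gpr56 and Tgfbr2 were past the threshold and Gli2 was not, with an adjusted p of 0.182. The authors' means in untreated NSCs were 64.6, 10.1 and 1.88 RPKM for Gpr56, Tgfbr2 and Gli2. Sox2 itself had a log2 fold change of -0.20 (recovered 95% interval -0.40 to 0.01) and did not pass the threshold. The paper's reported distance of the nearest Tcf4 binding site to the transcription start site is -544 bp for Gpr56, 36425 bp for Tgfbr2 and 61 bp for Gli2.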

Disruption of the regulation of *GPR56* by RFX proteins causes cerebral cortex patterning defects and ID.^54^ Rfx proteins interact with Tcf4 and Sox2 (Figure 1a), suggesting their cooperative regulation of *Gpr56*.

Congenital or acquired microcephaly occurs in the majority of patients with Pitt Hopkins syndrome, caused by *TCF4* mutations.^55^ We found that target genes activated by Tcf4 have the highest Gene Ontology term enrichments for gene categories such as *Cell cycle*, *M-phase*, *Chromosome centromeric region* and *Cell division* (Figure 4a), related categories that are often affected in primary microcephaly.^50^ Indeed, Tcf4-activated target genes include 6 of the 13 known primary microcephaly genes (Supplementary Table 13, Figure 4b) and we find that Tcf4 also maintains the expression of primary microcephaly genes *Cenpj* and *Cdk5rap2* (Figure 4b). Moreover, Tcf4 protein interacts with 10 transcriptional regulators associated with microcephaly, including Smad4 (Figures 1a and 4c). 

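The gene categories were examined with lists of genes and the fold changes of the authors' deposited table, whether or not Tcf4 binds the gene. The lists were written before the deposited tables were opened. When the lists were written, however, the fold changes of most target genes in Supplementary Table 12 had been seen. Of 46 genes of M phase, 44 were lower after Tcf4 knockdown and none was higher, and the same numbers were obtained when adjusted over the list alone. Their median log2 fold change was -1.15. Of 38 genes of the centromere and kinetochore, 27 were lower and 2 higher (27 and 2 adjusted over the list alone), with a median of -0.89. Of 55 genes of DNA replication, 39 were lower and none was higher (39 and 0 adjusted over the list alone), with a median of -0.75. The lists were compared with all other genes by camera of limma, two-sided, on the recovered Wald statistics with a preset correlation between genes of 0.01. The p adjusted over the 23 lists was 3.72e-52 for M phase, 2.09e-18 for the centromere and kinetochore and 9.25e-21 for DNA replication. The correlation between genes could not be estimated without values of single samples, so no call with an estimated correlation can be given. None of 10000 random lists of the same size and RPKM levels had a median as low as any of these lists. M phase and the centromere are categories that the paper ranked among the highest with the same samples. The tests and the random lists are therefore not independent evidence for these categories. Examples are Cdca8 (log2 fold change -2.26, recovered standard error 0.10), Nuf2 (-1.70, 0.12) and Tipin (-2.02, 0.16). Cdca8 and Tipin carry the TACAACA site in their 3′ UTRs, as do 5 of the 46 genes of M phase in all.

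**Figure D2:**
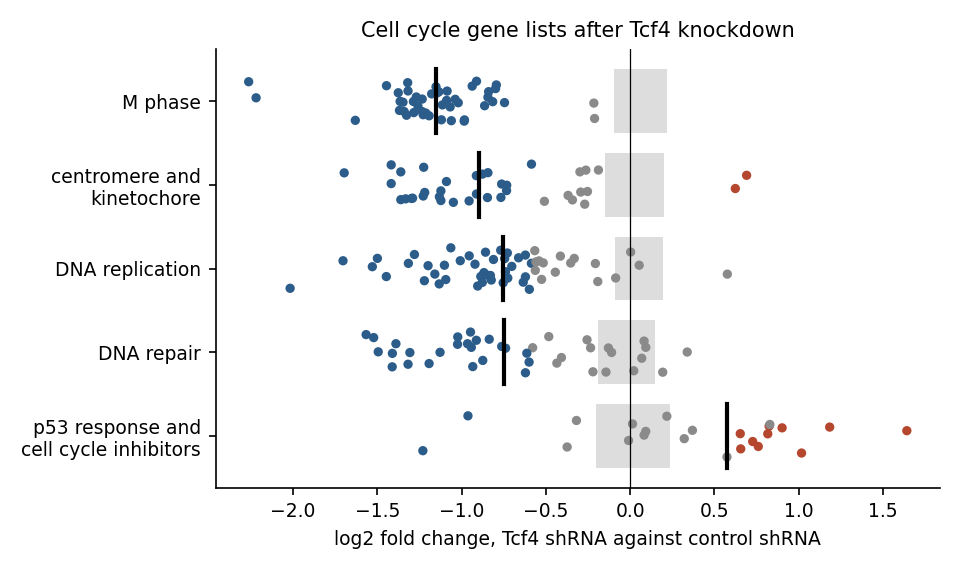
Authors' log2 fold change of Tcf4 shRNA over control shRNA (horizontal axis) for each tested gene of 5 lists (points, blue where lower, red where higher and grey where not past the thresholds), with the list median as a black bar and the central 95% of medians of random lists as a grey band. The medians of M phase, centromere and kinetochore, DNA replication, DNA repair and p53 response lie at -1.15, -0.89, -0.75, -0.75 and 0.58, outside the bands.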

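The 13 primary microcephaly genes of the paper were all tested in the authors' deposited table. After Tcf4 knockdown 8 were lower and none was higher (8 and 0 adjusted over the list alone), with a median log2 fold change of -1.06. The camera p, two-sided and adjusted over the lists, was 6.01e-06, and 0.01% of random lists had a median as low. The list was not compared with other cell cycle genes, and its median was no lower than that of M phase (-1.15). Casc5 and Cenpe are also in the list of centromere and kinetochore genes. Wdr62 (ENSMUSG00000037020, chromosome 7 from 31025157 to 31065438) had the lowest log2 fold change, -1.60 (adjusted p = 3.09e-41 from DESeq2, recovered standard error 0.12). Mcph1 (ENSMUSG00000039842) had -1.09 (adjusted p = 7.04e-26 from DESeq2, recovered standard error 0.10) and Stil had -1.16 (adjusted p = 5.82e-33 from DESeq2, recovered standard error 0.094). Of the exonic bases of Wdr62 and Mcph1, 4.60% and 2.43% are shared with a gene on the other strand. Casc5, Cep152 and Phc1 had -1.09, -1.06 and -1.06, and Aspm and Cenpe had -1.38 and -1.29. All 8 genes were also past a test against a 1.5-fold change. Cdk6, Zfp385b, Cep135 and Cdk5rap1 lay between -0.22 and 0.34 and were not past the thresholds. Of these, Cdk5rap1 was higher (adjusted p = 0.00521 from DESeq2, recovered 95% interval 0.13 to 0.56) and fell short of 1.5-fold only. Zfp385b was at 0.0403 RPKM in untreated NSCs. Cenpj (ENSMUSG00000064128, chromosome 14 from 57145598 to 57190683) had -0.56 (adjusted p = 3.70e-10 from DESeq2, recovered 95% interval -0.73 to -0.39). Cdk5rap2 (ENSMUSG00000039298, chromosome 4 from 69877890 to 70071477), which is not among the 13 genes, had -0.58 (adjusted p = 2.08e-04 from DESeq2, recovered 95% interval -0.85 to -0.30). These are 67.9% and 67.1% of the control level, so both passed the threshold on the adjusted p and fell short of 1.5-fold. Cdk5rap2 carries the TACAACA site in its 3′ UTR and shares 2.80% of its exonic bases with Gm11226. Of the 12 microcephaly genes with an annotated 3′ UTR and at least 0.1 RPKM, none carries the site in its longest annotated 3′ UTR. The paper presents these categories and genes with the interactions and binding sites of Fig. 4 and the regulation of such genes by Smad4. It concludes that a microcephaly-related regulatory network was found in NSCs, which it says may account for the link of microcephaly to the proteins involved.

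**Figure D3:**
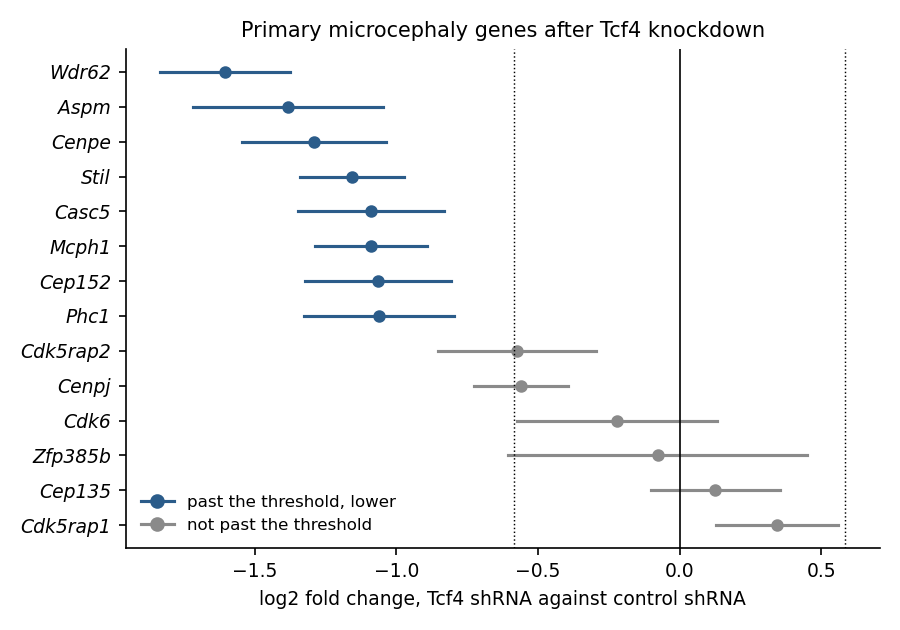
Authors' log2 fold change of Tcf4 shRNA over control shRNA for the 13 primary microcephaly genes and Cdk5rap2 (points), with 95% intervals recovered from the authors' p (bars). Dotted lines mark a 1.5-fold change, and the 8 genes in blue are past the thresholds on the lower side.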

Smad4, like Tcf4, regulates primary microcephaly genes (Figure 4d). Tcf4 binds together with microcephaly-associated transcription factors Smad4, Sox2, Chd7 and Ep300 to active enhancers at primary microcephaly genes *Mcph1* and *Wdr62* (Figure 4e). In conclusion, we identified a regulatory network in NSCs related to microcephaly, which may explain the association of this condition with the participating proteins.

## Discussion

### A transcription factor interaction network in NSCs enriched for MD-associated proteins

Here we believe we describe the first transcription factor interaction network in a neural system. We find that the network is enriched for proteins associated with ID, ASD or schizophrenia. Accordingly, we provide a description of the molecular environment of such proteins, often for the first time, in a cell type highly relevant for neurodevelopment and its diseases. We carried out our studies in mouse NSCs, as the necessary scale of our proteomics and ChIP-seq experiments would be difficult to perform using human NSCs. Nevertheless, a recent comprehensive comparison of transcriptional networks and transcription factor target genes in mouse and human shows high inter-species conservation,^56^ making our work relevant for the human situation.

The enrichment in the network was highest for a set of established ID proteins.^5^ Enrichments were lower for ASD-associated and schizophrenia-associated mutations, which is possibly due to their origin from sets of *de novo* mutations in ASD or schizophrenia patients, where causality is less certain. Protein mutations in these sets that do not contribute to disease would not be enriched in the network but would increase the expected mutation score, reducing the observed enrichments. The network is highly enriched for proteins encoded by genes significantly lacking coding variation in the human population, a set of ~1000 constrained genes that is more frequently associated with disease, including ASD.^49^ The enrichment for constrained genes would suggest that the network has an above-average content of yet-to-be-discovered MD proteins. Indeed, recently three additional bonafide ID genes were discovered, *RLIM*, *ZBTB20* and *JMJD1C*,^57, 58, 59, 60^ that are encoding network proteins and can be added to 26 ID proteins in the network from the overlap with the 2014 ID gene list.^5^

### Genome co-localization and cooperation in gene regulation by proteins in the network

Transcription factors that interact are more likely to cooperate in gene regulation. Another proxy for cooperation in gene regulation is co-localization on the genome.^13, 52^ For example, we previously showed that Sox2 and its interaction partner Chd7 have a high binding-site overlap on the genome and indeed Sox2 and Chd7 have a large overlap (50%) in regulated genes.^15^ Accordingly, to have an additional indication that network proteins preferentially cooperate with each other in gene regulation, we showed that eight network transcription factors have, on average, more overlap in binding sites with each other than with two transcription factors, Brn2 and Max, that are expressed in NSCs but are not part of the network. Tcf4 binds with a number of its interaction partners to primary microcephaly genes and (at least) Tcf4 and Smad4 also regulate such genes, providing an explanation for their shared microcephaly phenotype. In conclusion, our interaction network shows features of a transcriptional network, where proteins can cooperate to regulate disease-relevant genes.

### Mutation severity in network proteins correlates with IQ levels in the associated MD

We wondered why in our interaction network some mutations occur in patients with ASD-lowIQ, whereas others occur in patients with ASD-normIQ or schizophrenia, MDs without obligatory loss of IQ. One hypothesis would be that severe mutations disrupt the network more and have a worse outcome for IQ levels. Mutation severity within a network of interacting proteins has not been analyzed yet in relation to cognition levels. We find that %LOF rates in our interaction network of transcriptional regulators increase several fold from schizophrenia or ASD-normIQ, two MDs without IQ loss, to ASD-lowIQ, a significantly different distribution than in the total mutation data sets from which they originate (Figure 1c). In addition, in network proteins with multiple mutations across different MDs, mutation severity follows MD severity. A recent data analysis^9^ using *de novo* mutations across all genes in severe ID patients (IQ<50),^61, 62^ ASD patients^63, 64^ and schizophrenia patients^9^ showed an increase in %LOF from 15% in schizophrenia patients, to 17% in ASD patients, to 24% in severe ID patients. These LOF percentages for ASD and schizophrenia do not deviate much from those in the total mutation data sets that we used, suggesting that also here %LOF increase with lower cognition is more modest than in the network. Interestingly, %LOF for network proteins associated with ASD-lowIQ is nearly twice the %LOF value in the set of *de novo* mutations in severe ID patients,^61, 62^ a group with a more severe cognitive deficit. One has to take here into account that in these studies severe ID patients were counter selected for the co-occurrence of congenital anomalies,^61, 62^ which likely impacts on the set of detected *de novo* gene mutations and %LOF. We argued above that the exaggerated increase of average mutation severity with lower IQ in the network may be caused by mutations often being in network proteins encoded by constrained genes and therefore more likely to be causal. This would imply that network mutations and their LOF percentages provide a better reflection of the real mutation spectra associated with the different MD categories than can currently be obtained from the total mutation data sets.

There are a number of limitations to our study. We investigated only the 68 proteins mutated in MD patients present in our network, whereas it is estimated that mutations in several hundreds of proteins may contribute to mental disorders.^65^ Therefore, our protein set represents only a fraction of the estimated number of MD genes. For ASD and schizophrenia, most of the included proteins are not necessarily causally linked to disease, as they were observed in a single patient. Although most MD-mutated transcriptional regulators are highest expressed in NSCs, we cannot exclude that they are relevant for disease in other stages of brain development, such as neuronal maturation, where our network may be less relevant.

Our data are consistent with a scenario where the level of *in vivo* disruption of a shared transcriptional network correlates with the level of cognitive dysfunction in the associated MDs. Our interaction network contains only a fraction of the total number of transcriptional regulators believed to be associated with ID, ASD or schizophrenia, but there is no *a priori* reason to assume that its principles would not apply to a larger network of MD-related transcriptional regulators. A shared underlying transcriptional network is in line with the significant comorbidity observed between ID, ASD and schizophrenia.^66, 67^

## Figures and Tables

**Figure 1:**
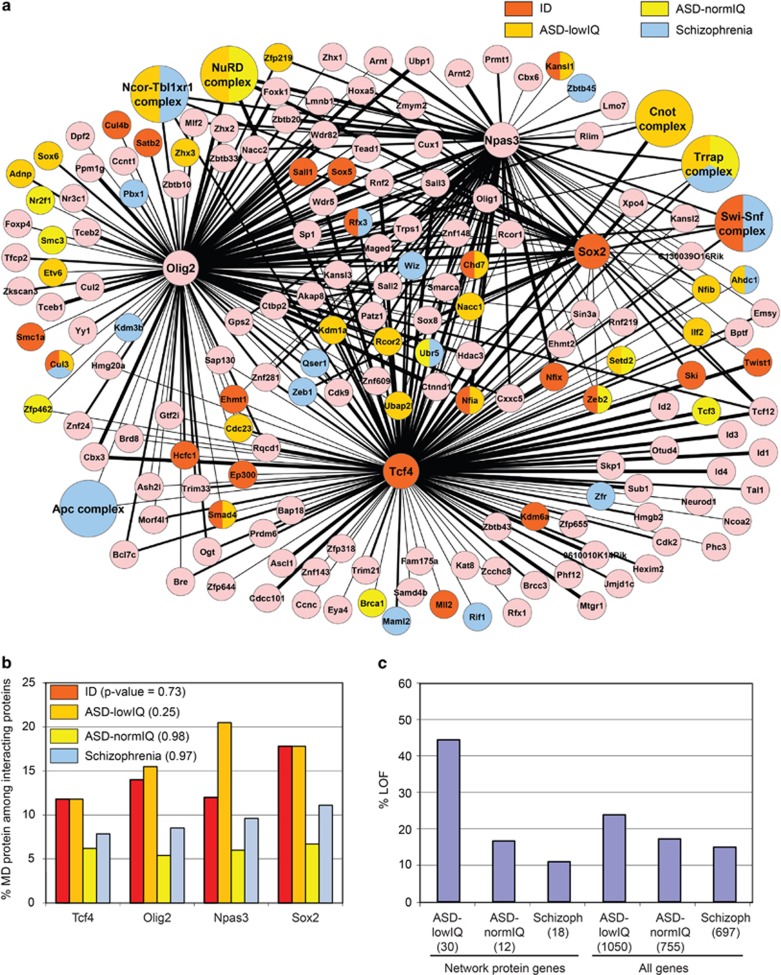
Protein interaction network in neural stem cells. (**a**) Interaction network representing proteins present in two or more purifications of FLAG-tagged Tcf4, Olig2, Npas3 or Sox2 from neural stem cells. Protein complexes are larger circles, thickness of the edges (black lines) gives an indication of protein quantity in samples of FLAG-tagged transcription factor with thickest edges; average emPAI ⩾0.6, medium thick edge; average emPAI <0.6 and ⩾0.2, thin edge; average emPAI <0.2. Red color indicates network protein or protein complex subunit(s) encoded by a known ID gene. Orange, yellow and blue color indicate *de novo* mutation(s) in patients with ASD-lowIQ, ASD-normIQ and schizophrenia, respectively. (**b**) Percentage MD-associated proteins among interaction partners of Tcf4, Olig2, Npas3 and Sox2. MD-categories ID, ASD-lowIQ, ASD-normIQ and schizophrenia are indicated by red, orange, yellow and blue color, respectively. Fisher's exact tests showed no significant differences between the interactomes of Tcf4, Olig2, Npas3 and Sox2 in the percentages of proteins associated with ID, ASD-lowIQ, ASD-normIQ or schizophrenia, *P*-values are indicated. (**c**) Percentage loss-of-function (LOF) mutations in genes mutated in patients with the indicated MD. Network protein genes have the equivalent mouse protein present in the interaction network. Total number of mutations in each category is between brackets. ASD, autism spectrum disorder; ID, intellectual disability; IQ, intelligence quotient; MD, mental disorder.

**Figure 2:**
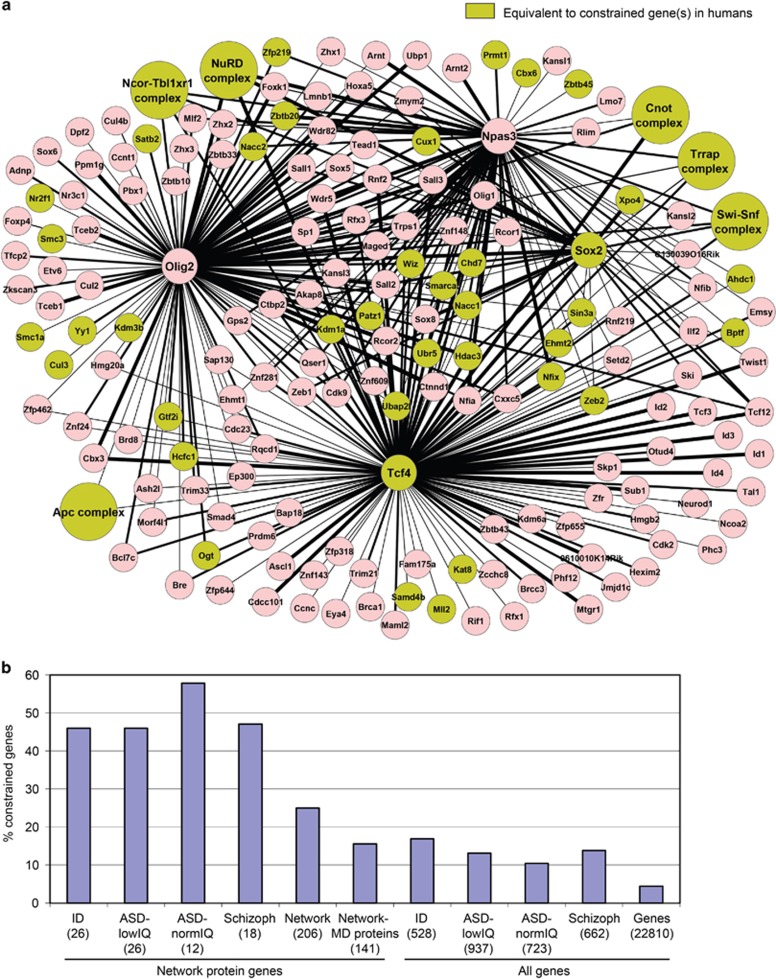
Overlap protein interaction network with constrained human genes. (**a**) Protein interaction network in neural stem cells. Green color indicates overlap of network protein or protein complex subunit(s) with a set of 1003 constrained genes in humans. (**b**) Percentage overlap of the indicated categories with constrained genes. Between brackets is the number of human genes equivalent to network proteins in each category (network protein genes) or total number of genes in each category (all genes). ASD, autism spectrum disorder; ID, intellectual disability; IQ, intelligence quotient; MD, mental disorder.

**Figure 3:**
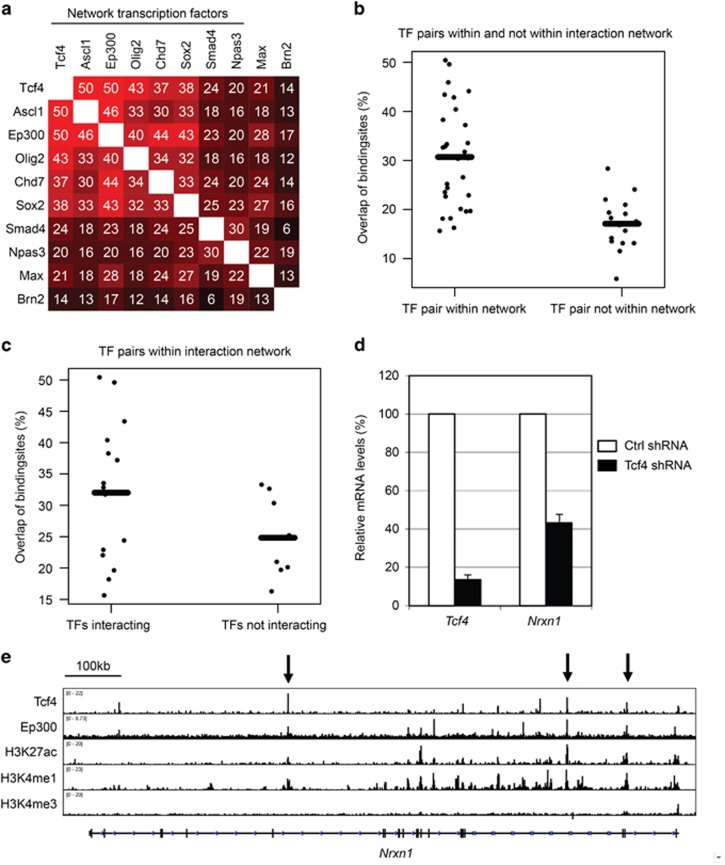
Network transcription factor co-localization on the genome of neural stem cells. (**a**) Percentage overlap of genome-wide binding sites of pairs of transcription factors (TF pairs). Network transcription factors and percentage overlap of TF pair are indicated. (**b**) Transcription factors are both in the network (left) or one is in the network and one is not (right). Each TF pair is indicated by a black dot, average overlap in each category is indicated by black bar. (**c**) Transcription factors are interacting (left) or not interacting (right). Each TF pair is indicated by a black dot, average overlap in each category is indicated by black bar. (**d**) Relative mRNA levels by RT-PCR of indicated genes in NSCs treated with the indicated shRNAs, s.e.m. of three independent experiments is indicated. (**e**) Binding site profile of indicated transcription factors and indicated histone modification profiles at *Nrxn1*. Ep300, H3K4me1 mark enhancers, H3K27ac marks active enhancers, arrows mark transcription factor co-localization. mRNA, messenger RNA; NSC, neural stem cell; shRNA, short hairpin RNA.

**Figure 4:**
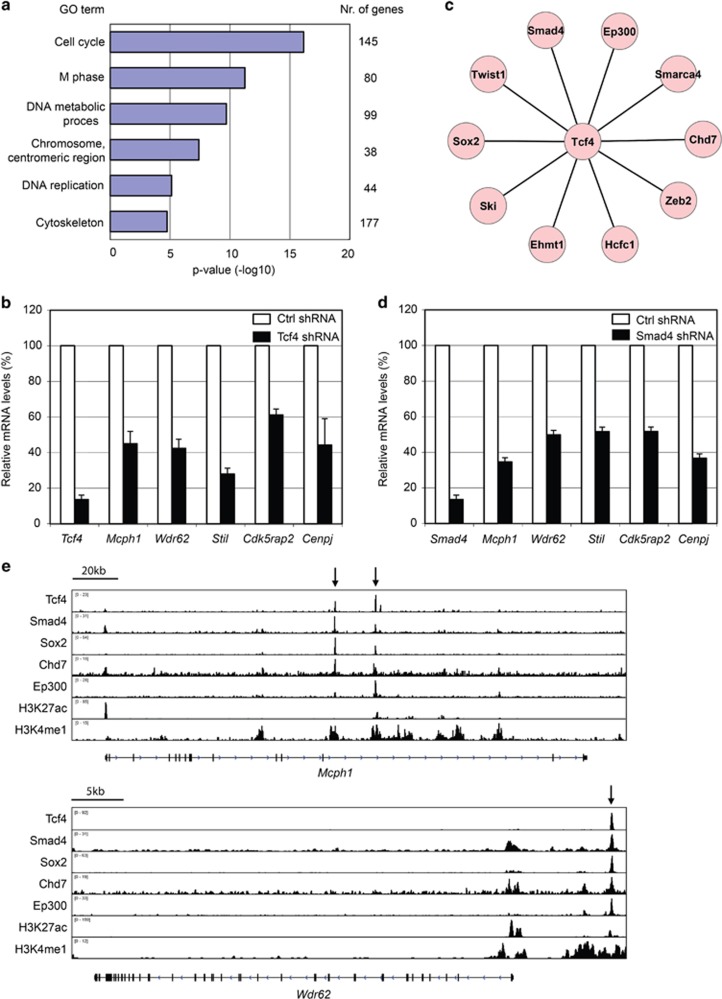
Gene regulation by Tcf4 and its interaction partners. (**a**) Gene Ontology (GO) analysis of putative Tcf4 target genes. Ranking is by Bonferroni-corrected *P*-value. *P*-value (as −log10) and number of Tcf4 target genes in each category is indicated. (**b** and **d**) Regulation of primary microcephaly genes by Tcf4 (**b**) or by Smad4 (**d**), Relative mRNA levels by RT-PCR of indicated genes in NSCs treated with the indicated shRNAs, s.e.m. of three independent experiments is indicated. (**c**) Interaction network of Tcf4 with network transcription factors that are associated with microcephaly. (**e**) Binding site profile of indicated transcription factors and indicated histone modification profiles at *Mcph1* (upper panel) or *Wdr62* (lower panel). *Angpt2*, internal to *Mcph1* and not regulated by Tcf4, is not indicated. Ep300, H3K4me1 mark enhancers, H3K27ac marks active enhancers, arrows mark transcription factor co-localization. mRNA, messenger RNA; NSC, neural stem cell; shRNA, short hairpin RNA.

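Angpt2 (ENSMUSG00000031465) lies on the minus strand of chromosome 8 of NCBIM37 from 18690263 to 18741562. This is within intron 12 of the Mcph1 transcript of 14 exons, which is on the plus strand and spans the intron from 18689060 to 18788238. No exonic base of Angpt2 is shared with another gene. In the authors' deposited table Angpt2 had a log2 fold change of 1.09 after Tcf4 knockdown (adjusted p = 4.92e-142 from DESeq2). The recovered 95% interval was 1.01 to 1.18, and the level was 213% of the control. The authors' mean in untreated NSCs was 16.2 RPKM (authors' SD 0.343), compared with 2.56 RPKM for Mcph1, whose recovered 95% interval was -1.29 to -0.89.

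**Figure D4:**
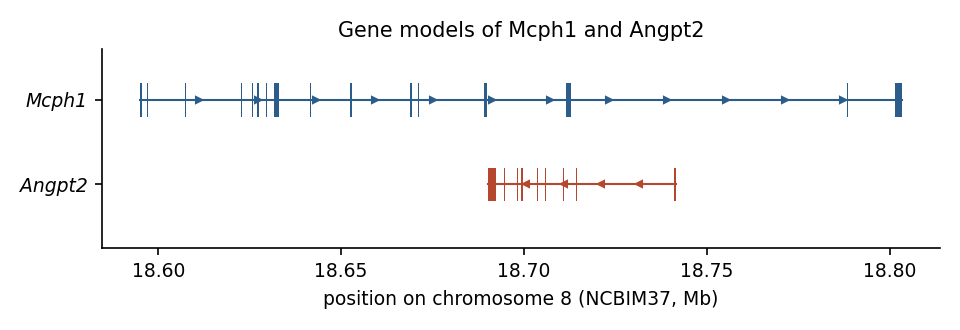
Map of Mcph1 and Angpt2 on chromosome 8 of NCBIM37 (position in Mb). Blocks are the merged exons of all annotated transcripts of each gene and arrows give the strand, with Angpt2 from 18690263 to 18741562 inside Mcph1 and an exon of other Mcph1 transcripts inside the span of Angpt2.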

**Table 1:** Network proteins with mutations in the equivalent human gene in patients with a mental disorder

*Human homolog* *of network protein*	*ID*	*ASD-lowIQ*	*ASD-normIQ*	*Schizophrenia*	*Constrained* *gene*	*Severity mutation* *vs* *IQ in MD*
TCF4	LOF				X	
ZEB2	LOF		Missense		X	**>**
SMC1A	Missense				X	
SATB2	LOF				X	
SOX2	LOF				X	
CHD7	LOF	Missense			X	
RFX3	LOF			Missense		**>**
HCFC1	Missense				X	
CUL3	LOF	LOF		Missense	X	**>**
SALL1	LOF					
MLL2	LOF				X	
EHMT1	LOF					
SOX5	LOF					
KANSL1	LOF	Missense				
EP300	LOF			Missense		**>**
TWIST1	LOF					
KDM6A	LOF					
NFIA	LOF	LOF				
SKI	Missense					
NFIX	LOF				X	
SMAD4	Missense	Missense				
ARID1A	LOF					
SMARCE1	Missense					
SMARCB1	Missense				X	
SMARCA4	Missense				X	
CUL4B	LOF					
ADNP		LOF 2 ×				
AHDC1		LOF, missense		Missense	X	**>**
SETD2		LOF	Missense			**>**
TBL1XR1		LOF, missense				
UBAP2L		LOF			X	
UBR5			LOF	Missense	X	
BRCA1			LOF			
CNOT3		LOF			X	
ILF2		LOF				
NFIB		LOF				
CDC23		LOF				
NACC1		LOF			X	
SOX6		Missense				
ZNF219		Missense			X	
TRRAP		Missense 2 ×	Missense	Missense	X	
CHD4		Missense			X	
EP400			Missense		X	
NCOR1		Missense			X	
NR2F1			Missense		X	
ZHX3		Missense				
ZNF462			Missense		X	
KDM1A		Missense			X	
RUVBL1			Missense			
HDAC1		Missense				
MBD2			Missense			
CNOT1		Missense			X	
RCOR2		Missense				
SMC3			Missense		X	
TCF3			Missense			
ETV6		Missense				
ZEB1				LOF		
SMARCC2				LOF	X	
ANAPC5				Missense		
WIZ				Missense	X	
KDM3B				Missense	X	
ZFR				Missense		
MAML2				Missense		
QSER1				Missense		
RIF1				Missense		
NCOR2				Missense		
ZBTB45				Missense	X	
PBX1				Missense		

Abbreviations: ASD, autism spectrum disorder; ID, intellectual disability; IQ, intelligence quotient; LOF, loss of function; MD, mental disorder.

Human equivalent genes of network proteins with mutations in patients with the indicated mental disorders are listed. Predominant type of gene mutations, LOF or missense, in ID patients is listed. Type and number (if more than one) of gene mutations in patients with ASD-lowIQ, patients with ASD-normIQ or patients with schizophrenia are listed. Overlap with a list of 1003 constrained genes in the human population is indicated. Network proteins with a missense mutation in the human equivalent gene in patients with ASD-normIQ or schizophrenia and a LOF mutation in patients with ID or ASD-lowIQ are marked by >. The opposite pattern is not observed.

# Supplementary material for: An interaction network of mental disorder proteins in neural stem cells
**Source:** Transl Psychiatry. 2017 Apr 4;7(4):e1082–. doi: 10.1038/tp.2017.52
**Supplement:** Supplementary Tables 1, 2, 3, 11 and Legends

**Supplementary Tables**

**Supplementary Tables 1 and 2**. Biological relevance of previously identified interactions with our purification protocol

Our purification protocol[^1^](#_ENREF_1) has been used by us[^1-7^](#_ENREF_1) and others[^8^](#_ENREF_8) to purify proteins and identify their interaction partners by mass spectrometry. The biological relevance of many of these identified protein-protein interactions was determined and is listed in Supplementary Table 1, if the biological relevance was determined by us (R. Poot is author), or listed in Supplementary Table 2 if the biological relevance was determined independently by others. Note that in Supplementary Table 2, all interactions, except the last one (Rnf12-Rex1), were identified by us but validation and determination of their biological relevance was performed independently by others.

**Supplementary Table 1.** Previously identified interactions by our purification protocol and their biological relevance, determined by us

| Interaction | Biological relevance | Reference |
| --- | --- | --- |
| Jarid2-PRC2 complex | Transcriptional priming of PRC2 target genes | [^6^](#_ENREF_6) |
| Pcl2-PRC2 complex | PRC2 recruitment to inactive X chromosome and PRC2 target genes | [^7^](#_ENREF_7) |
| Sox2-Chd7 | Sox2 and Chd7 cooperate in the regulation of common set of target genes, including disease-associated genes | [^5^](#_ENREF_5) |
| Rybp-PRC1 complex | PRC1 recruitment to target genes in an H3K27me3-independent pathway | [^4^](#_ENREF_4) |
| Nanog-Sox2 | Nanog-Sox2 interaction is important for ES cell self-renewal | [^3^](#_ENREF_3) |
| Pax6-Brg1 complex | Pax6-Brg1 complex regulates genes in adult neural stem cells to potentiate neurogenesis | [^2^](#_ENREF_2) |

**Supplementary Table 2.** Previously identified interactions by our purification protocol and their biological relevance, determined independently by others

| Interaction | Biological relevance | References |
| --- | --- | --- |
| Esrrb-Dax1 | Dax1 regulates the activity of Esrrb as a transcriptional activator | Biological relevance,[^9^](#_ENREF_9) interaction identification[^1^](#_ENREF_1)^,^ [^10^](#_ENREF_10) |
| Oct4-Sall4 | Sall4 stimulates transcriptional activation by Oct4 | Biological relevance,[^11^](#_ENREF_11) interaction identification[^1^](#_ENREF_1)^,^ [^10^](#_ENREF_10) |
| Oct4-Wdr5 | Oct4-directed Wdr5 binding to promoters of Oct4 target genes promotes the H3K4me3 mark and gene activation | Biological relevance,[^12^](#_ENREF_12) interaction identification[^1^](#_ENREF_1) |
| Esrrb-Ncoa3 | Ncoa3 physically links Esrrb to RNA polymerase 2 | Biological relevance,[^13^](#_ENREF_13) interaction identification[^1^](#_ENREF_1) |
| Oct4-Ogt | O-GlcNac modification of threonine 228 on Oct4 facilitates the activity of Oct4 in ESC maintenance and reprogramming to iPSCs | Biological relevance,[^14^](#_ENREF_14) interaction identification[^1^](#_ENREF_1)^,^ [^15^](#_ENREF_15) |
| Oct4-SWI-SNF-NuRD complex | Single amino acid changes in Oct4 reduce its binding to SWI-SNF and NuRD complex and abolish its activity in reprogramming to iPSCs | Biological relevance,[^16^](#_ENREF_16) interaction identification[^1^](#_ENREF_1)^,^ [^15^](#_ENREF_15) |
| Rnf12-Rex1 | Rnf12 targets Rex1 for degradation to allow for X-chromosome inactivation | Biological relevance and interaction identification[^8^](#_ENREF_8) |

**Supplementary Table 3.** Relative mRNA levels of indicated genes in used neural stem cells from our RNA-seq data

| Gene | Relative expression (rkpm)^a^ |
| --- | --- |
| *Tcf4* | 18.7 ± 0.5 |
| *Olig2* | 183.7 ± 11.2 |
| *Npas3* | 5.2 ± 0.3 |
| *Sox2* | 48.8 ± 3.2 |
| *Smad4* | 15.2 ± 0.3 |
| *Chd7* | 7.3 ± 0.1 |
| *Ascl1* | 8.3 ± 0.4 |
| *Ep300* | 7.8 ± 0.4 |
| *Brn2 (Pou3f2)* | 6.7 ± 2.0 |
| *Max* | 19.0 ± 0.3 |
| *Phox2b* | 0.1 ± 0.04 |
| Mean gene | 17.0 |
| Median gene | 0.8 |

^a^ SD of 3 independent RNA samples is indicated

**Supplementary Tables 4-7.** Interacting proteins of Tcf4, Olig2, Npas3 and Sox2, as identified by mass spectrometry analysis of purified protein samples (supplied as xlsx file with four tabs)

For each purified FLAG-tagged transcription factor, the names of the interacting proteins, accession numbers, emPAI scores (a relative and semi-quantitative measure of molar amount of protein,[^17^](#_ENREF_17) Mascot scores (a measure of correct protein identification) and number of identified unique peptides are indicated for independent experiments and a control experiment using parental NSCs. Proteins are categorized by their stable complex, or being a transcription factor (have a link to transcriptional regulation in the Uniprot protein database).

**Supplementary Table 8.** Network proteins and their overlap with different MD categories and constrained human genes (supplied as xlsx file)

Network proteins are alphabetically listed and overlaps with known ID genes[^18^](#_ENREF_18) or human genes *de novo* mutated in patients with ASD-lowIQ,[^19^](#_ENREF_19) ASD-normIQ^[19](#_ENREF_19" \o "Iossifov, 2014 #4077)^ or schizophrenia[^20-23^](#_ENREF_20) are indicated. Overlap with a set of 1003 constrained human genes[^24^](#_ENREF_24) is indicated.

**Supplementary Table 9.** Network protein interactions and evidence of their biological relevance (supplied as xlsx file)

Interactions of bait proteins Tcf4, Olig2, Npas3 and Sox2 are listed in 4 subsequent tabs. Interactions between bait proteins are only listed once. Reference numbers for a biological function of the indicated interactions are in the third columns and references are listed below.[^5^](#_ENREF_5)^,^ [^25-35^](#_ENREF_25)

**Supplementary Table 10.** Genes with *de novo* mutations in schizophrenia patients from literature (supplied as xlsx file)

Human genes with *de novo* loss of function (LOF) and missense mutations were derived from the published studies.[^20-23^](#_ENREF_20) Genes are ordered alphabetically. Type of mutation and source publication are indicated. Frameshift mutations, nonsense mutations and splice site mutations (within 2 nucleotides from the splice donor site or splice acceptor site[^20^](#_ENREF_20)) were taken as LOF mutations. Genes appear more than once in the list if multiple mutations were identified.

**Supplementary Table 11.** Protein interactions between network factors associated with ID and network factors mutated in patients with ASD and/or schizophrenia

|  | Protein A | Protein B | MD protein A | MD protein B |
| --- | --- | --- | --- | --- |
| 1 | Tcf4 | Zeb2 | ID | ID, ASD-normIQ |
| 2 | Tcf4 | Chd7 | ID | ID, ASD-lowIQ |
| 3 | Tcf4 | Rfx3 | ID | ID, schizophrenia |
| 4 | Tcf4 | Nfia | ID | ID, ASD-lowIQ |
| 5 | Tcf4 | Ahdc1 | ID | ASD-lowIQ, schizophrenia |
| 6 | Tcf4 | Setd2 | ID | ASD-lowIQ, ASD-normIQ |
| 7 | Tcf4 | Tbl1xr1 | ID | ASD-lowIQ |
| 8 | Tcf4 | Ubap2l | ID | ASD-lowIQ |
| 9 | Tcf4 | Ubr5 | ID | ASD-normIQ |
| 10 | Tcf4 | Brca1 | ID | ASD-normIQ |
| 11 | Tcf4 | Ilf2 | ID | ASD-lowIQ |
| 12 | Tcf4 | Nfib | ID | ASD-lowIQ |
| 13 | Tcf4 | Cdc23 | ID | ASD-lowIQ |
| 14 | Tcf4 | Nacc1 | ID | ASD-lowIQ |
| 15 | Tcf4 | Trrap | ID | ASD-lowIQ, ASD-normIQ, schizophrenia |
| 16 | Tcf4 | Chd4 | ID | ASD-lowIQ |
| 17 | Tcf4 | Ep400 | ID | ASD-normIQ |
| 18 | Tcf4 | Ncor1 | ID | ASD-lowIQ |
| 19 | Tcf4 | Zfp462 | ID | ASD-normIQ |
| 20 | Tcf4 | Kdm1a | ID | ASD-lowIQ |
| 21 | Tcf4 | Mbd2 | ID | ASD-normIQ |
| 22 | Tcf4 | Cnot1 | ID | ASD-lowIQ |
| 23 | Tcf4 | Rcor2 | ID | ASD-lowIQ |
| 24 | Tcf4 | Tcf3 | ID | ASD-normIQ |
| 25 | Tcf4 | Zeb1 | ID | schizophrenia |
| 26 | Tcf4 | Anapc5 | ID | schizophrenia |
| 27 | Tcf4 | Wiz | ID | schizophrenia |
| 28 | Tcf4 | Zfr | ID | schizophrenia |
| 29 | Tcf4 | Maml2 | ID | schizophrenia |
| 30 | Tcf4 | Qser1 | ID | schizophrenia |
| 31 | Tcf4 | Rif1 | ID | schizophrenia |
| 32 | Tcf4 | Ncor2 | ID | schizophrenia |
| 33 | Tcf4 | Smarcc2 | ID | schizophrenia |
| 34 | Sox2 | Zeb2 | ID | ID, ASD-normIQ |
| 35 | Sox2 | Chd7 | ID | ID, ASD-lowIQ |
| 36 | Sox2 | Rfx3 | ID | ID, schizophrenia |
| 37 | Sox2 | Tbl1xr1 | ID | ASD-lowIQ |
| 38 | Sox2 | Nfib | ID | ASD-lowIQ |
| 39 | Sox2 | Nacc1 | ID | ASD-lowIQ |
| 40 | Sox2 | Trrap | ID | ASD-lowIQ, ASD-normIQ, schizophrenia |
| 41 | Sox2 | Chd4 | ID | ASD-lowIQ |
| 42 | Sox2 | Ruvbl1 | ID | ASD-normIQ |
| 43 | Sox2 | Hdac1 | ID | ASD-lowIQ |
| 44 | Sox2 | Cnot1 | ID | ASD-lowIQ |
| 45 | Sox2 | Zeb1 | ID | schizophrenia |
| 46 | Sox2 | Smarcc2 | ID | schizophrenia |
| 47 | Sox2 | Ncor2 | ID | schizophrenia |

Interacting network proteins (protein A and protein B) are listed and their overlap with known ID genes[^18^](#_ENREF_18) and/ or human genes *de novo* mutated in patients with ASD-lowIQ,[^19^](#_ENREF_19) ASD-normIQ^[19](#_ENREF_19" \o "Iossifov, 2014 #4077)^ or schizophrenia[^20-23^](#_ENREF_20) are indicated.

**Supplementary Table 12.** Tcf4 target genes and Tcf4 binding sites (supplied as xlsx file)

First tab: Tcf4 target genes. Log2 of fold change and adjusted P-value of change in expression of target gene upon Tcf4 knock-down, total number of significant Tcf4 binding sites within 100 kb of the transcription start site (TSS) and distance of the nearest Tcf4 binding site (in basepairs) to the TSS are indicated. 

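The table of target genes joins RNA-seq of Tcf4 knockdown with ChIP-seq of Tcf4. A negative fold change means lower expression after knockdown, so that Tcf4 activates the gene in the paper's terms. The legend does not say whether the sign of the distance follows the strand of the gene, which was not tested here. Of the 2347 genes in the table, 348 could not be read in the copy used here. The fold change of each of the others matched that of the authors' deposited table within 1e-04. Before binding is required, that table holds 2433 genes lower and 1582 higher at 0.1 RPKM or more when the recovered p is adjusted again over the 19276 genes at that level.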

Second tab: Tcf4 binding sites in NSCs, determined by ChIP-seq, sorted by chromosome. Indicated are Chromosome (Chr), Start, end and summit of sequence read peak, the number of reads per peak and -10*log10(p-value), determined by MACS 1.4.2.

**Supplementary Table 13.** Tcf4 target gene overlap with genes associated with ID, ASD, schizophrenia or primary microcephaly (supplied as xlsx file)

Tcf4 target genes (Supplementary Table 12) overlapping with ID genes,[^18^](#_ENREF_18) genes *de novo* mutated in patients with ASD,[^19^](#_ENREF_19) genes *de novo* mutated in schizophrenia patients (Supplementary Table 10) or known primary microcephaly genes are indicated.

**Supplementary references**

1. van den Berg DL, Snoek T, Mullin NP, Yates A, Bezstarosti K, Demmers J *et al.* An Oct4-centered protein interaction network in embryonic stem cells. *Cell stem cell* 2010; **6**(4)**:** 369-381.

2. Ninkovic J, Steiner-Mezzadri A, Jawerka M, Akinci U, Masserdotti G, Petricca S *et al.* The BAF complex interacts with Pax6 in adult neural progenitors to establish a neurogenic cross-regulatory transcriptional network. *Cell stem cell* 2013; **13**(4)**:** 403-418.

3. Gagliardi A, Mullin NP, Ying Tan Z, Colby D, Kousa AI, Halbritter F *et al.* A direct physical interaction between Nanog and Sox2 regulates embryonic stem cell self-renewal. *EMBO J* 2013; **32**(16)**:** 2231-2247.

4. Tavares L, Dimitrova E, Oxley D, Webster J, Poot R, Demmers J *et al.* RYBP-PRC1 complexes mediate H2A ubiquitylation at polycomb target sites independently of PRC2 and H3K27me3. *Cell* 2012; **148**(4)**:** 664-678.

5. Engelen E, Akinci U, Bryne JC, Hou J, Gontan C, Moen M *et al.* Sox2 cooperates with Chd7 to regulate genes that are mutated in human syndromes. *Nat Genet* 2011; **43**(6)**:** 607-611.

6. Landeira D, Sauer S, Poot R, Dvorkina M, Mazzarella L, Jorgensen HF *et al.* Jarid2 is a PRC2 component in embryonic stem cells required for multi-lineage differentiation and recruitment of PRC1 and RNA Polymerase II to developmental regulators. *Nat Cell Biol* 2010; **12**(6)**:** 618-624.

7. Casanova M, Preissner T, Cerase A, Poot R, Yamada D, Li X *et al.* Polycomblike 2 facilitates the recruitment of PRC2 Polycomb group complexes to the inactive X chromosome and to target loci in embryonic stem cells. *Development* 2011; **138**(8)**:** 1471-1482.

8. Gontan C, Achame EM, Demmers J, Barakat TS, Rentmeester E, van IW *et al.* RNF12 initiates X-chromosome inactivation by targeting REX1 for degradation. *Nature* 2012; **485**(7398)**:** 386-390.

9. Uranishi K, Akagi T, Sun C, Koide H, Yokota T. Dax1 associates with Esrrb and regulates its function in embryonic stem cells. *Mol Cell Biol* 2013; **33**(10)**:** 2056-2066.

10. Wang J, Rao S, Chu J, Shen X, Levasseur DN, Theunissen TW *et al.* A protein interaction network for pluripotency of embryonic stem cells. *Nature* 2006; **444**(7117)**:** 364-368.

11. Tanimura N, Saito M, Ebisuya M, Nishida E, Ishikawa F. Stemness-related factor Sall4 interacts with transcription factors Oct-3/4 and Sox2 and occupies Oct-Sox elements in mouse embryonic stem cells. *J Biol Chem* 2013; **288**(7)**:** 5027-5038.

12. Ang YS, Tsai SY, Lee DF, Monk J, Su J, Ratnakumar K *et al.* Wdr5 mediates self-renewal and reprogramming via the embryonic stem cell core transcriptional network. *Cell* 2011; **145**(2)**:** 183-197.

13. Percharde M, Lavial F, Ng JH, Kumar V, Tomaz RA, Martin N *et al.* Ncoa3 functions as an essential Esrrb coactivator to sustain embryonic stem cell self-renewal and reprogramming. *Genes Dev* 2012; **26**(20)**:** 2286-2298.

14. Jang H, Kim TW, Yoon S, Choi SY, Kang TW, Kim SY *et al.* O-GlcNAc regulates pluripotency and reprogramming by directly acting on core components of the pluripotency network. *Cell Stem Cell* 2012; **11**(1)**:** 62-74.

15. Pardo M, Lang B, Yu L, Prosser H, Bradley A, Babu MM *et al.* An expanded Oct4 interaction network: implications for stem cell biology, development, and disease. *Cell stem cell* 2010; **6**(4)**:** 382-395.

16. Esch D, Vahokoski J, Groves MR, Pogenberg V, Cojocaru V, Vom Bruch H *et al.* A unique Oct4 interface is crucial for reprogramming to pluripotency. *Nat Cell Biol* 2013; **15**(3)**:** 295-301.

17. Ishihama Y, Oda Y, Tabata T, Sato T, Nagasu T, Rappsilber J *et al.* Exponentially modified protein abundance index (emPAI) for estimation of absolute protein amount in proteomics by the number of sequenced peptides per protein. *Mol Cell Proteomics* 2005; **4**(9)**:** 1265-1272.

18. Gilissen C, Hehir-Kwa JY, Thung DT, van de Vorst M, van Bon BW, Willemsen MH *et al.* Genome sequencing identifies major causes of severe intellectual disability. *Nature* 2014; **511**(7509)**:** 344-347.

19. Iossifov I, O'Roak BJ, Sanders SJ, Ronemus M, Krumm N, Levy D *et al.* The contribution of de novo coding mutations to autism spectrum disorder. *Nature* 2014; **515**(7526)**:** 216-221.

20. Fromer M, Pocklington AJ, Kavanagh DH, Williams HJ, Dwyer S, Gormley P *et al.* De novo mutations in schizophrenia implicate synaptic networks. *Nature* 2014; **506**(7487)**:** 179-184.

21. Xu B, Ionita-Laza I, Roos JL, Boone B, Woodrick S, Sun Y *et al.* De novo gene mutations highlight patterns of genetic and neural complexity in schizophrenia. *Nat Genet* 2012; **44**(12)**:** 1365-1369.

22. Gulsuner S, Walsh T, Watts AC, Lee MK, Thornton AM, Casadei S *et al.* Spatial and temporal mapping of de novo mutations in schizophrenia to a fetal prefrontal cortical network. *Cell* 2013; **154**(3)**:** 518-529.

23. Guipponi M, Santoni FA, Setola V, Gehrig C, Rotharmel M, Cuenca M *et al.* Exome sequencing in 53 sporadic cases of schizophrenia identifies 18 putative candidate genes. *PLoS ONE* 2014; **9**(11)**:** e112745.

24. Samocha KE, Robinson EB, Sanders SJ, Stevens C, Sabo A, McGrath LM *et al.* A framework for the interpretation of de novo mutation in human disease. *Nat Genet* 2014; **46**(9)**:** 944-950.

25. Einarson MB, Chao MV. Regulation of Id1 and its association with basic helix-loop-helix proteins during nerve growth factor-induced differentiation of PC12 cells. *Mol Cell Biol* 1995; **15**(8)**:** 4175-4183.

26. Langlands K, Yin X, Anand G, Prochownik EV. Differential interactions of Id proteins with basic-helix-loop-helix transcription factors. *J Biol Chem* 1997; **272**(32)**:** 19785-19793.

27. Persson P, Jogi A, Grynfeld A, Pahlman S, Axelson H. HASH-1 and E2-2 are expressed in human neuroblastoma cells and form a functional complex. *Biochem Biophys Res Commun* 2000; **274**(1)**:** 22-31.

28. Bai X, Kim J, Yang Z, Jurynec MJ, Akie TE, Lee J *et al.* TIF1gamma controls erythroid cell fate by regulating transcription elongation. *Cell* 2010; **142**(1)**:** 133-143.

29. Hsu HL, Huang L, Tsan JT, Funk W, Wright WE, Hu JS *et al.* Preferred sequences for DNA recognition by the TAL1 helix-loop-helix proteins. *Mol Cell Biol* 1994; **14**(2)**:** 1256-1265.

30. Wu D, Su X, Potluri N, Kim Y, Rastinejad F. NPAS1-ARNT and NPAS3-ARNT crystal structures implicate the bHLH-PAS family as multi-ligand binding transcription factors. *Elife* 2016; **5**.

31. Baltus GA, Kowalski MP, Tutter AV, Kadam S. A positive regulatory role for the mSin3A-HDAC complex in pluripotency through Nanog and Sox2. *J Biol Chem* 2009; **284**(11)**:** 6998-7006.

32. Wang S, Xia P, Ye B, Huang G, Liu J, Fan Z. Transient activation of autophagy via Sox2-mediated suppression of mTOR is an important early step in reprogramming to pluripotency. *Cell stem cell* 2013; **13**(5)**:** 617-625.

33. Gontan C, Guttler T, Engelen E, Demmers J, Fornerod M, Grosveld FG *et al.* Exportin 4 mediates a novel nuclear import pathway for Sox family transcription factors. *J Cell Biol* 2009; **185**(1)**:** 27-34.

34. Chen B, Lim RW. Physical and functional interactions between the transcriptional inhibitors Id3 and ITF-2b. Evidence toward a novel mechanism regulating muscle-specific gene expression. *J Biol Chem* 1997; **272**(4)**:** 2459-2463.

35. Goldfarb AN, Lewandowska K, Shoham M. Determinants of helix-loop-helix dimerization affinity. Random mutational analysis of SCL/tal. *J Biol Chem* 1996; **271**(5)**:** 2683-2688.

How the deposited data were processed for this re-analysis (not part of the article)

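The study deposited processed RNA-seq tables for 3 conditions of mouse NSCs with 3 samples each: untreated cells, cells electroporated with control shRNA and cells electroporated with Tcf4 shRNA. It also deposited ChIP-seq samples, which were not analysed here. The authors sequenced reads of 36 bp and mapped them to NCBIM37 with Tophat 2.0.11, with a segment length of 20. The paper's text does not name the tool that counted reads or computed RPKM.

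The values in the deposited tables were made by the authors. Expression in untreated NSCs is given in RPKM, as the authors' mean over 3 samples with the authors' SD. The deposited comparison of Tcf4 shRNA with control shRNA holds a log2 fold change, in a column named as a fold change, and an adjusted p-value from the authors' use of DESeq2. That the deposited column is on the log2 scale was checked on its sign, its range and the values of Supplementary Table 12. The DESeq2 version and whether fold changes were shrunk by a prior are not stated. The deposited files hold no counts and no value of a single sample, so the depth per sample is unknown, and no count model, replicate block, regrouping of samples or comparison of control shRNA with untreated cells could be run. The 3 samples behind each mean limit the precision of the authors' SD. No per-sample column was used.

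From the deposited table, the p before adjustment was recovered by inverting the Benjamini-Hochberg adjustment over 22782 tested genes: the adjusted p was multiplied by the rank and divided by the number of genes. This is exact for 15232 genes. For the 7550 genes with tied values only bounds follow, and among the 371 of these past the thresholds the bounds differed by a ratio of at most 1.007. The absolute Wald statistic was taken from the two-sided p, and the standard error as the log2 fold change divided by it. This assumes the authors' p is that of a Wald test of the listed fold change. If the authors' fold changes were shrunk, the recovered errors, the intervals and the test against a 1.5-fold change refer to shrunken values. The p of Atp1a2 is listed as 0 and was replaced by 1e-300, so its interval is an upper limit on its width. The recovery was tested on simulated data: the standard error was within 1% of the truth for each gene whose value was not tied.

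Genes were called lower or higher at the paper's thresholds, an adjusted p of at most 0.01 and at least 1.5-fold. The named genes follow a rule fixed in advance, apart from the changes given below. They include every gene the paper names for these experiments, and the 10 largest falls and the 10 largest rises past the thresholds. Up to 4 members of each list with the smallest adjusted p were added. For the largest changes, the planned minimum on the average count level could not be applied without counts. In its place a gene needed at least 1 RPKM in untreated NSCs, which are outside the comparison. It also needed a symbol that does not start with Gm or end in Rik. The further condition that all samples of a group lie above all samples of the other could not be applied. The part of Supplementary Table 12 that could be read, all but 348 of its genes, had been seen when the rule and the lists were written, and members of the astrocyte, proteasome, and lysosome and autophagy lists had been noticed there.

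The 23 lists are primary microcephaly, M phase, centromere and kinetochore, DNA replication, DNA repair, p53 response and cell cycle inhibitors, neural stem cell, astrocyte, neuron, oligodendrocyte lineage, mesenchymal, endothelial and microglial cells, embryonic stem cell, Notch pathway, E proteins and bHLH partners, TGF-beta and BMP pathway, Hedgehog pathway, interferon response, unfolded protein and amino acid stress, proteasome, lysosome and autophagy, cholesterol synthesis, synapse, and RFX factors. They were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the recovered Wald statistics, two-sided, with a preset correlation between genes of 0.01, and p-values were adjusted by Benjamini-Hochberg over the lists. A list counted as changed at an adjusted p under 0.05. Each list's median log2 fold change was compared with the medians of 10000 random lists matched on 20 bins of RPKM. On simulated values, drawn independently for each gene, the cameraPR test called 0.087% of lists with no effect. The simulation held no correlation between genes, so it gives no rate of false calls for lists of correlated genes. The genes of the network proteins and of Supplementary Table 10 were tested apart from the lists, the latter by a conditional exact test within quartiles of RPKM.

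The hairpin sequence was searched in all annotated protein-coding transcripts with up to 3 mismatches, and not in non-coding transcripts. The bases TACAACA pair with positions 2 to 8 of its antisense strand if that strand starts at the last base of the hairpin. They were searched in the longest annotated 3′ UTR of each gene at 0.1 RPKM or more, and not in other 3′ UTRs of the gene. Other calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Of the gene identifiers in the deposited table, 97.9% were found in the annotation. Where 1 symbol has several identifiers (349 symbols), the one with the higher RPKM was used. The alternatives tried were a minimum of 0.1 RPKM, a test against a 1.5-fold change, an adjusted p under 0.05 with no minimum fold, protein-coding genes alone, an adjusted p of at most 0.01 with no minimum fold, other settings of the list test, other RPKM minimums, a median over genes above 0, and 0.1 or 1 RPKM in place of 0.01 RPKM added before the log2 of the authors' RPKM of genes with shared exons.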

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

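The correction for 3′ UTR length, the rank of the hairpin's site among all 7-mers, the other 7-mers along the hairpin, the median of the astrocyte genes without the site, the other settings of the list test and the removal of trends from lists other than M phase were tests chosen only after the result was seen, and the tests of the astrocyte, proteasome, and lysosome and autophagy lists use genes some of which had been noticed among the paper's fold changes when the lists were written. The values come from the authors' deposited table of Tcf4 knockdown. The paper does not report on the lists of the next paragraph as groups, although it names some of their genes, such as Gli2, Ascl1, Olig2, Nrxn1, Shank3 and Syngap1. Tests of lists are two-sided camera tests adjusted over the lists. Bootstrap intervals of a list median were drawn by resampling the genes of the list as if independent. They hold neither the correlation between genes nor the spread between electroporations.

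Of 40 genes of DNA repair, 24 were lower after Tcf4 knockdown and none was higher (24 and 0 adjusted over the list alone), with a median log2 fold change of -0.75 and an adjusted p of 1.02e-11. Of 23 tested genes of the p53 response and cell cycle inhibitors, 10 were higher and 2 lower (10 and 2 adjusted over the list alone), with a median of 0.58 and an adjusted p of 1.21e-04. Cdkn1a had a log2 fold change of 1.18, Mdm2 0.90 and Trp53inp1 1.64, while Btg2, which carries the site of the hairpin in its 3′ UTR, had -1.23. Of 31 proteasome genes, 23 were higher and 1, Psmd8, was lower (23 and 1 adjusted over the list alone), with a median of 0.69 and an adjusted p of 2.22e-15. Psmd8 was named after its value was seen. Of 26 genes of lysosome and autophagy, 10 were higher and 2 lower (10 and 2 adjusted over the list alone), with a median of 0.49 (range -1.19 to 1.95) and an adjusted p of 7.47e-10. Of 12 genes of the Hedgehog pathway, 6 were lower and none was higher (6 and 0 adjusted over the list alone), with a median of -0.64 and an adjusted p of 4.54e-04. Among 15 tested genes for E proteins and bHLH partners, 7 were lower and none was higher (7 and 0 adjusted over the list alone), with a median of -0.58 and an adjusted p of 0.0239. This call was lost with a correlation between genes of 0.05 (adjusted p = 0.0762) and with ranks (adjusted p = 0.10), in a range of 0.00164 to 0.10 over the alternatives. Tcf12 had 0.58 and Olig1 -1.61. Of 23 tested genes of the synapse, 8 were lower and 1 higher (8 and 1 adjusted over the list alone), with a median of -0.57 and an adjusted p of 4.83e-04. Dlgap3 fell the most among its genes, with -2.52. The trend of the recovered Wald statistic on transcript length, GC content and RPKM was then removed. After that, the 95% bootstrap interval of the median log2 fold change included 0 for the p53 response (-0.046 to 0.77), the Hedgehog pathway (-0.91 to 0.051) and E proteins and bHLH partners (-1.15 to 0.23). It excluded 0 for DNA repair (-0.90 to -0.50), the proteasome (0.45 to 0.66) and lysosome and autophagy (0.066 to 0.59), and could not be computed for the synapse, where too few genes had values. The medians after removal were 0.49 for the p53 response, -0.46 for the Hedgehog pathway and -0.61 for E proteins and bHLH partners. No interval before removal was computed, so the intervals that include 0 do not show that the trend accounts for these lists.

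The cell cycle lists were lower after Tcf4 knockdown. Across 14014 genes the log2 fold change had a Spearman correlation of -0.16 with transcript length, -0.050 with GC content and 0.17 with RPKM, where genes are not independent replicates. With the trend of the recovered Wald statistic on these removed, the median log2 fold change of the M phase list was -1.22 (95% bootstrap interval -1.29 to -1.16). This argues against such a bias as the cause. The 41 members of the M phase list without the site of the hairpin in the 3′ UTR had a median of -1.15 (95% bootstrap interval -1.26 to -1.07), and 11.4% of the members past the thresholds carry it, which argues against direct repression through the site. An indirect effect of other repressed genes on the cell cycle stays open, since the table covers a single hairpin. Fewer dividing cells through loss of Tcf4 and through stress of the treated cells were not tested apart, as values of single samples are not available.

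Genes with the site TACAACA in the 3′ UTR were lower than other genes. Of 13434 genes with an annotated 3′ UTR and at least 0.1 RPKM, 1023 (7.62%) carry it in the longest one. The mean log2 fold change of carriers minus that of the others was -0.26, below each of the 104 other 7-mers with the same base composition, of which the lowest had -0.18. With the trend on 3′ UTR length removed the difference was -0.21, when the 5th percentile of the other 7-mers was -0.070. Among 14354 7-mers with at least 200 carriers this site had the lowest standardized difference (-10.52). Of the other 7-mers along the hairpin, those shifted from this site by a single base had -0.21 and -0.12, and the rest, some of which share fewer of its bases, lay between -0.063 and 0.050. Of the carriers 27.9% were lower and 2.93% higher, compared with 15.3% and 9.43% of the other genes. The 285 carriers among the lower genes compare with 156.4 at the rate of the others. Unlike the mean difference, these shares and counts were not corrected for 3′ UTR length. These values are consistent with repression of some genes by the hairpin through its seed, which may account for part of the genes lower. Which of the carriers this concerns, such as Npas3, Tgfbr2 or Cdk5rap2, was not tested. The paper's methods list another Tcf4 hairpin, for which the deposited table has no column.

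Of 19 tested astrocyte genes, 14 were lower and 0 were higher (14 and 0 adjusted over the list alone), with a median of -1.18 and an adjusted p of 1.97e-18. Aqp4 had a log2 fold change of -3.81, Atp1b2 -2.44 and Slc1a2 -2.17, where Aqp4 and Slc1a2 carry the site of the hairpin. The median of the members without the site was -1.07. In untreated NSCs 16 of the 19 genes were at 1 RPKM or more, with a median of 3.71 RPKM, so that most are measured in the NSC cultures themselves. The number of members past the thresholds as higher was 0, with 17 below 0 and 2, Aldh1l1 and Mlc1, above 0, at 0.29 and 0.15. Fewer astrocyte-like cells and lower expression in each cell cannot be told apart for these genes, since the table holds no values of single cells or samples. Lower expression through the loss of Tcf4 stays open as a biological explanation and was not tested apart.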

How the results depend on the processing

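The tests chosen only after the result was seen are those with protein-coding genes alone, with an adjusted p of at most 0.01 and no minimum fold, with other settings of the list test, of the network genes and of the schizophrenia genes, and with other pseudocounts. Counts are of calls from the authors' deposited table.

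With 0.1 RPKM as minimum the counts were 2433 lower and 1582 higher, and with protein-coding genes alone 2330 and 1373. A test against a 1.5-fold change left 973 lower and 446 higher, by its own construction, and 122 genes of Supplementary Table 13 in place of 336. With no minimum fold the counts were 4931 and 4858 at an adjusted p under 0.05, and 4115 and 4018 at 0.01, so that the share lower was 50.4% and 50.6% in place of 59.8%. The median RPKM of 0.866 became 2.63 over genes above 0, since fewer genes enter. With 0.1 or 1 RPKM added before log2 in place of 0.01, the difference for genes with shared exons was -3.24 or -0.93 in place of -5.66. Of 135 named genes, 26 no longer passed the test against 1.5-fold, among them Npas3, Smad4, Pou3f2, Nrxn1, Foxp2, Shank3, Syngap1 and Gli2, and 18 passed newly at an adjusted p under 0.05 with no minimum fold, among them Olig2, Cenpj and Cdk5rap2. At the minimum of 0.1 RPKM 5 had no value, and among protein-coding genes 1. Of 23 lists 13 were past the threshold, and 12, 12, 12 and 13 in the 4 alternatives. E proteins and bHLH partners failed with a correlation of 0.05 and with ranks, and cholesterol synthesis with log2 fold changes as statistic (the cause was not tested).

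Not run, for want of counts, are DESeq2 with and without a prior, limma-voom, RLE factors, library size alone, filters on counts, all 9 libraries in 1 fit, leaving out replicates, fry, a correlation estimated per list, the comparison of control shRNA with untreated cells and other splits of the samples. The pseudocounts planned for values of single samples were not run. No paired analysis was possible because the files hold no values of single samples. What depth limits is unknown without counts. The median recovered standard error was 0.36 below 1 RPKM and 0.10 above.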

Differences from the paper's values

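The tests with an adjusted p of at most 0.01 and no minimum fold were chosen only after the result was seen. The paper's values for RT-PCR are means with an SEM, and the values beside them come from the authors' deposited table of RNA-seq, so the methods differ.

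The paper's SD of Pou3f2 in Supplementary Table 3 is 2.0 RPKM, and the authors' deposited table gives 1.17 RPKM. None of the alternatives set before the data were examined changes an SD. Of the 7 genes read from the RT-PCR figures, 6 were at a higher percent of control in RNA-seq and Wdr62 at a lower. For Tcf4 the RT-PCR level after Tcf4 knockdown was about 14% of control in Fig. 4b, read by eye (SEM about 2%), compared with 30.6% in RNA-seq. For Nrxn1 it was about 43% in Fig. 3d, read by eye (SEM about 5%), compared with 66.0%. For Stil it was about 28% in Fig. 4b, read by eye (SEM about 3%), compared with 44.9%. For Cenpj it was about 44% in Fig. 4b, read by eye (SEM about 15%), compared with 67.9%. The other 3 genes were closer. Mcph1 was at about 45% in Fig. 4b, read by eye (SEM about 7%), and 47.0% in RNA-seq, Wdr62 at about 42% in Fig. 4b, read by eye (SEM about 5%), and 32.9%, and Cdk5rap2 at about 61% in Fig. 4b, read by eye (SEM about 3%), and 67.1%. The alternatives set before the data were examined change filters and thresholds and cannot change a fold change, so none of them tests these differences.

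The paper's median gene has 0.8 RPKM. The value here was 0.866 RPKM, and 2.63 RPKM with only genes above 0. The paper's numbers of target genes among ID, ASD and schizophrenia genes are 71, 210 and 85. At the paper's thresholds on expression 71, 209 and 85 were past, and with a test against a 1.5-fold change 28, 73 and 28. With an adjusted p under 0.05 and no minimum fold all 210 genes of the ASD list were past. The gene not past at the main thresholds, Tor1aip2, had a log2 fold change of 0.50 for the identifier used and of -0.85, past the thresholds, for its other identifier.

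The paper gives Zeb1 as the network protein with the lowest mRNA level. In the deposited table Zhx2, also a network protein, is listed at 0 beside both of its identifiers, below the 0.127 RPKM of Zeb1, while the other network genes lie above Zeb1. The legend of Fig. 4 describes Angpt2 as not regulated by Tcf4, while the paper's Supplementary Table 13 lists it among the Tcf4 target genes. Its log2 fold change in the authors' deposited table was 1.09 (recovered standard error 0.043), under each of the alternatives past the threshold. The paper states that Tcf4 maintains the expression of Cenpj and Cdk5rap2. Both were lower at an adjusted p below 0.01, with log2 fold changes of -0.56 and -0.58, and fell short of the paper's minimum of 1.5-fold for a target as listed, where it is not stated whether the authors' fold changes were shrunk. With an adjusted p under 0.05 and no minimum fold both were past the threshold, as with an adjusted p of at most 0.01 and no minimum fold, a setting chosen after seeing the values that drops 0 of the 337 genes of Supplementary Table 13. Of the primary microcephaly genes 8 were lower by expression alone, where the paper counts those also bound by Tcf4: the 6 of Supplementary Table 13 are among the 8, with Aspm and Cenpe besides.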

Other observations

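The tests of Zeb1 and of genes with shared exons, with each pseudocount, the other settings of the list test and the count of lower and higher genes of Supplementary Table 10 apart were chosen only after the result was seen, as were the tests of near matches of the hairpin. The results of the remaining lists in the authors' deposited table follow, from two-sided camera tests adjusted over the lists.

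Of 18 tested neural stem cell genes 4 were lower and 2 higher (5 and 2 adjusted over the list alone), with a median log2 fold change of -0.44 and an adjusted p of 0.414. The median lay below the central 95% of random lists (-0.21 to 0.26), and 0.01% of these had a median as low. Of 22 tested neuron genes 2 were lower and 3 higher (2 and 3 adjusted over the list alone), with a median of 0.12 and an adjusted p of 0.787. Of 11 tested oligodendrocyte lineage genes 2 were lower and 1, Bcas1, was higher (2 and 1 adjusted over the list alone), with a median of -0.32 and an adjusted p of 0.516. Of 13 tested genes of mesenchymal, endothelial and microglial cells 1, Tek, was higher and none was lower (1 and 0 adjusted over the list alone). Their median was -0.15 and their mean -0.085, while the camera test pointed up with an adjusted p of 0.787. Of 4 tested embryonic stem cell genes 2, Esrrb and Klf4, were lower and none was higher (2 and 0 adjusted over the list alone), with a median of -0.38 and an adjusted p of 0.408. Of 17 tested Notch pathway genes 6 were lower and 1, Dll1, was higher (7 and 1 adjusted over the list alone), with a median of -0.19 and an adjusted p of 0.178. Dll1 was named after its value was seen.

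Of 29 genes of the TGF-beta and BMP pathway 7 were lower and 3 higher (7 and 3 adjusted over the list alone). Their median was 0.04, while their mean was -0.22 and the camera test pointed down with an adjusted p of 0.787. Of 26 interferon response genes 5 were lower and 1, Oas1a, was higher (5 and 1 adjusted over the list alone), with a median of -0.01 and an adjusted p of 0.408. Oas1a was named after its value was seen. Of 20 genes of the unfolded protein and amino acid stress list 3 were lower and 4 higher (3 and 4 adjusted over the list alone), with a median of 0.23 and an adjusted p of 0.127. Of 19 tested cholesterol synthesis genes 4 were higher and none was lower (4 and 0 adjusted over the list alone), with a median of 0.27 and an adjusted p of 0.00554, and 94.1% of random lists had a lower median. This call was lost with log2 fold changes in place of Wald statistics (adjusted p = 0.0837), in a range of 0.00385 to 0.0837 over the alternatives. Of 6 RFX factors Rfx2 and Rfx5 were lower and Rfx4 higher (2 and 1 adjusted over the list alone). Their median was 0.08, while their mean was -0.12 and the camera test pointed down with an adjusted p of 0.93. Rfx1 and Rfx3 had log2 fold changes of 0.31 and 0.18 and were not past the thresholds, and Rfx3 carries the site of the hairpin in its 3′ UTR.

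Of 204 tested genes of network proteins 33 were lower and 9 higher (33 and 9 adjusted over the list alone), with a median log2 fold change of -0.06 and a camera p of 0.227. The median lay below the central 95% of random lists (-0.05 to 0.10), and 0.78% of these had a median as low. Smad4 was among those higher, with 0.70 (recovered 95% interval 0.57 to 0.84), and Ascl1 was the lowest with -2.06. Of 532 tested genes of Supplementary Table 10, 131 (24.6%) were past the thresholds, compared with 21.8% of other protein-coding genes. The conditional odds ratio within quartiles of RPKM was 1.14 (95% interval 0.923 to 1.40, two-sided exact p = 0.22). Counted apart, 98 (18.4%, compared with 13.7%) were lower, with an odds ratio of 1.37 (95% interval 1.08 to 1.72, two-sided exact p = 0.00915), and 33 (6.20%, compared with 8.13%) were higher, with an odds ratio of 0.755 (two-sided exact p = 0.142). Transcript length was not matched in these tests, although the log2 fold change had a Spearman correlation of -0.16 with it. Whether transcript length contributes to the excess of lower genes was not tested.

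Apart from Tcf4, 17 genes have an annotated coding transcript that matches the hairpin with 2 or 3 mismatches, of which 2 genes have 2. Of these 17 genes 16 were tested, with 5 lower and 1 higher. Plcg1, with 2 mismatches, had a log2 fold change of -0.73 and Exoc6b, also with 2, had 0.07.

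Zeb1 has the lowest level above 0 of the network genes, and its symbol stands beside 2 identifiers. A candidate explanation is that reads in exons shared by overlapping gene models were not counted for either. With 0.01 RPKM added before log2, the difference of the median log2 RPKM between 196 genes that share at least 50% of their exonic bases with another gene on the same strand and 21080 other genes was -5.66 (95% bootstrap interval -6.59 to -4.52). Their medians were 0.00858 and 0.926 RPKM, and the size of the difference rests on the value added, with -3.24 at 0.1 RPKM and -0.93 at 1 RPKM. For 17 genes whose symbol has an identifier that the annotation does not hold, as for Zeb1, it was -3.29 with 0.01 RPKM added (95% bootstrap interval -6.61 to -1.21) and -0.84 with 1 RPKM. For Zeb1 itself such a loss and a low level cannot be told apart, because the annotation lacks the other gene model. The same holds for Zhx2.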
